# TRIM37 Augments AP-2γ Transcriptional Activity and Cellular Localization via K63-linked Ubiquitination to Drive Breast Cancer Progression

**DOI:** 10.7150/ijbs.69466

**Published:** 2022-07-04

**Authors:** Guimei Cui, Zhuoran Gao, Shiehong Chang, Nitin Narwade, Yitian Chen, Barun Poudel, Kate M. K. Lei, Weibo Zhang, Gang Li, Terence C. W. Poon, Edwin Cheung

**Keywords:** AP-2γ, TRIM37, breast cancer, transcriptional regulation

## Abstract

Activator Protein 2 gamma (AP-2γ) is a master transcription factor that plays a critical role in the development and progression of breast cancer. However, the underlying mechanism is still unclear. Herein, using a proteomics approach, we identified Tripartite motif-containing 37 (TRIM37) as a novel coactivator of AP-2γ-mediated transcription in breast cancer cells. We demonstrate that TRIM37 facilitates AP-2γ chromatin binding to directly regulate the AP-2γ mediated transcriptional program. We also show that TRIM37 achieves this by stimulating K63 chain-linked ubiquitination of AP-2γ, promoting protein localization from the cytoplasm to the nucleus. In clinical analyses, we find TRIM37 is upregulated in multiple breast cancer datasets, supporting our findings that the TRIM37-AP-2γ interaction is essential for breast cancer tumor growth. Overall, our work reveals that TRIM37 is an oncogenic coactivator of AP-2γ in breast cancer and provides a novel therapeutic target for treating the disease.

## Introduction

Breast cancer (BCa) is the most commonly diagnosed cancer in women 1. Many determinants control the development and progression of the disease, including transcription factors such as Activator protein-2 gamma (AP-2γ)/Transcription Factor Activator Protein-2 gamma (TFAP2C) 2. The TFAP2C gene is located on chromosome 20q13 and is frequently amplified in BCa 3, 4, but whether its expression is associated with overall survival remains unclear 5-7. However, elevated AP-2γ expression is correlated with a decreased response to endocrine therapy 8-10. As a DNA binding transcription factor, AP-2γ binds to cis-regulatory elements in the genome called AP-2γ binding sites (AP2GBS) and recruits coregulatory factors, such as ERα, GATA3, PELP1, and PRC1 PRC2 9, 11-14. Together, these factors function in an organized manner to facilitate the transcription of essential genes required for oncogenesis and progression of BCa 2, 15.

Tripartite motif-containing 37 (TRIM37), another critical regulator of BCa 14, is a member of the TRIM superfamily of proteins, characterized by an RBCC motif consisting of a RING finger, two B-boxes, and a coiled-coil domain 16. TRIM37 is located on chromosome 17q23, in a region amplified in many cancers, including about 40% of BCa 14, 17. A high TRIM37 protein expression is associated with a poor prognosis in BCa 14, consistent with the role of TRIM37 in promoting BCa cell proliferation, migration, and invasion 14, 18-20. Mechanistically, TRIM37 has been shown to function as a transcriptional corepressor, silencing the expression of tumor suppressor genes by mono-ubiquitinating histone H2A 14.

The transcriptional network controlling BCa is highly complex and tightly controlled, involving the coordinated efforts of many DNA binding transcription factors, cofactors, and target genes 11, 21, 22. While numerous studies indicate TRIM37 and AP-2γ as critical regulators in BCa, it is unclear if there is any functional interplay between these two factors. Herein, using RIME (Rapid Immunoprecipitation Mass Spectrometry of Endogenous Proteins) 23, we identified TRIM37 as an AP-2γ-associated protein. We also demonstrate that TRIM37 is a coactivator of AP-2γ-mediated transcription. Finally, our findings suggest that TRIM37 regulates transcriptional activity by acting as an E3-ligase mediating K63-linked ubiquitination of AP-2γ, promoting the translocation of the protein from the cytoplasm to the nucleus.

## Results

### TRIM37 interacts with AP-2γ in BCa cells

To identify cooperating factors involved in regulating AP-2γ-mediated transcription, we isolated endogenous proteins associated with AP-2γ in MCF-7 cells using RIME analysis. We considered proteins are associated with AP-2γ if they meet the following criteria: a) the associated protein is present in all three independent replicates, b) the associated protein shows a minimum of five-fold change in intensity ratio compared to the IgG control, and c) the number of unique peptides representing the associated protein is more than four. With these criteria, we identified 89 high-confident AP-2γ-associated proteins (Supplementary Table 1). A Gene Ontology (GO) analysis of these AP-2γ-associated proteins shows they are involved in diverse molecular functions, such as protein binding, DNA binding, RNA binding, and catalytic activity (Fig. 1A). We also ranked these proteins based on their enrichment scores as a general indicator of interaction strength (Fig. S1). Among this list of proteins, TRIM37 was one of the strongest and most confident AP-2γ protein interactors (Fig. 1B).

TRIM37 is an essential factor in BCa 14, 24, 25. In agreement with previous findings 17, we observed TRIM37 amplified in many cancers, including BCa (Fig. 1C). We also found that TRIM37 amplification in BCa is associated with increased mRNA expression (Fig. 1D) and, in general, expressed higher in luminal and HER2 than basal BCa subtypes (Fig. 1E). To explore the potential interplay between TRIM37 and AP-2γ in BCa, we validated the TRIM37-AP-2γ interaction by performing independent co-immunoprecipitation analysis in MCF-7 and BT474 cells. As shown in Fig. 1F, the TRIM37-AP-2γ interaction is present in both cell lines. Together, our results suggest that TRIM37 is a novel AP-2γ-associated protein highly expressed in BCa.

### TRIM37 is colocalized with AP-2γ on chromatin

To establish whether TRIM37 plays a role in regulating AP-2γ dependent transcription in BCa, we began by asking whether TRIM37 and AP-2γ binding is colocalized on chromatin. For this, we performed TRIM37 and AP-2γ ChIP-seq in MCF-7 cells. Overall, we identified 11,361 TRIM37 binding sites (T37BS) and 35,856 AP-2γ binding sites (AP2GBS) (Fig. 2A and B). A motif enrichment analysis of T37BS revealed an enrichment of the AP-2 binding motif (Fig. 2C), suggesting TRIM37 is recruited to chromatin via AP-2γ. When we overlapped the binding sites for TRIM37 and AP-2γ, we found that 45.3% (5,146) of T37BS are shared with AP2GBS (Fig. 2A), further supporting the RIME findings that TRIM37 interacts with AP-2γ. A genomic distribution analysis of T37BS showed that TRIM37 is mainly occupied at distal intergenic (45.15%), intron (36.90%), and gene promoter regions (13.61%) (Fig. 2D). Next, we searched whether the two factors are co-bound near known AP-2γ regulated genes 2, 9, 26. As shown in Fig. 2E, TRIM37 and AP-2γ co-binding sites are significantly enriched at the regulatory regions of GREB1, FOXA1, RARA, RET, CA12, and MYB. We validated these co-binding events independently by ChIP-qPCR (Fig. 2F). Together, these results suggest AP-2γ regulates transcription by recruiting TRIM37 to chromatin.

### TRIM37 is required for efficient AP-2γ dependent transcription

Next, we determined if TRIM37 is essential for AP-2γ-mediated transcription. To do this, we examined the effect of siRNA-mediated silencing of TRIM37 on the expression of AP-2γ-regulated genes in MCF-7 and BT474 cells. Overall, depleting TRIM37 reduced the expression of AP-2γ-regulated genes in both cell lines (Fig. 3A). We also explored the requirement of TRIM37 on the global AP-2γ transcriptional program by performing RNA-seq on MCF-7 cells silenced with siTRIM37 or siAP-2γ. 

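Each siRNA lowered its own target and left the other target near its siNC level. TFAP2C, which encodes AP-2γ, was at 166 TPM (transcripts per 1000000) in siNC, 21.4 in siAP-2γ and 174 in siTRIM37, which gives log2 ratios to siNC of −2.95 and 0.06. TRIM37 was at 380 TPM in siNC, 343 in siAP-2γ and 79.3 in siTRIM37, with log2 ratios of −0.15 and −2.26. On hg19, TFAP2C (ENSG00000087510.5) lies on chromosome 20 from 55204358 to 55214339 and TRIM37 (ENSG00000108395.9) on chromosome 17 from 57059999 to 57184282, and the values cover each gene as a whole. Among the other AP-2 family genes, TFAP2A had log2 ratios of −0.19 in siAP-2γ and 0.10 in siTRIM37, TFAP2B and TFAP2D were listed at 0 in every library, and TFAP2E was under 1 TPM in each. MCF-7 is an estrogen receptor-positive luminal breast cancer line. The cells received 5 nM of a Dicer-substrate siRNA, a duplex that Dicer trims before it enters the silencing complex, and were harvested after 72 h. The data hold 3 libraries, 1 each for siNC, siAP-2γ and siTRIM37, so no difference between them has a replicate check, and neither a p-value nor an SD can be given. The paper used a pair of siRNAs per target, and its text does not name the one that was sequenced. The authors trimmed the reads with Fastp 0.20.1 and Trim Galore 0.6.6, mapped them to hg19 with HISAT2 2.2.1 and quantified genes with StringTie 2.1.4 on the GENCODE release 19 annotation. The deposited values are fragments per kilobase of transcript scaled by library size (FPKM), whereas the paper worked from TPM, so the FPKM of each library were rescaled to a total of 1000000. Their sums before rescaling were 466930 in siNC, 510545 in siAP-2γ and 468925 in siTRIM37. Ratios were taken on the log2(TPM + 0.1) scale, which understates the change of low genes, over the 15359 genes with a mean TPM of at least 1. A gene was counted as regulated past the cut-offs of the paper, 1.5-fold for siAP-2γ/siNC and 1.2-fold for siTRIM37/siNC. The median gene had a log2 ratio of −0.09 in siAP-2γ, or 0.04 with the FPKM as deposited, and of 0.02 in siTRIM37, and single genes are to be read against that shift. The depth was estimated from genes with a single exon and a low value, where FPKM times gene length fell on steps of 8.92 in siNC, 17.7 in siAP-2γ and 15.5 in siTRIM37. Of these values 33.2%, 34.6% and 38.2% lay within 0.05 of a whole number of steps, where a step fixed beforehand would give 10% by chance. Each step was itself chosen from such values, as the one that the most of them fell on. These shares are therefore not an independent check of the steps. If 1 step is 1 read of a pair, the depth in units of 1000000 fragments was about 56.1 in siNC, 28.2 in siAP-2γ and 32.3 in siTRIM37, so that siNC was sequenced 1.98 times as deeply as siAP-2γ. Mitochondrially encoded genes took 6.87% of the TPM in siNC, 7.36% in siAP-2γ and 10.5% in siTRIM37.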

From our analysis, we identified 2,880 TRIM37 and AP-2γ coregulated genes (Fig. 3B). Among these coregulated genes, 968 are downregulated, and 1,581 are upregulated after TRIM37 and AP-2γ depletion (Fig. 3C). This result suggests that TRIM37 can function as a coactivator and a corepressor of transcription. 

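Depletion of AP-2γ moved 5494 genes past the 1.5-fold cut-off, 3355 down and 2139 up, and depletion of TRIM37 moved 7923 genes past the 1.2-fold cut-off, 3634 down and 4289 up. Both cut-offs were passed by 3405 genes, which is 62.0% of the AP-2γ-regulated genes, and 731 of them went in opposite directions. HCK, a Src family kinase best known from myeloid cells, fell from 14.2 TPM in siNC to 0.337 in siAP-2γ and rose to 33.9 in siTRIM37. NKAIN1, which encodes a partner of the sodium pump, went from 6.43 TPM to 1.26 in siAP-2γ and 22.4 in siTRIM37, and PARM1, a mucin-like membrane protein, from 5.02 TPM to 1.55 and 16.5. The opposite was seen for GPX2, an epithelial glutathione peroxidase, which rose from 15.7 to 89.0 TPM in siAP-2γ and fell to 5.55 in siTRIM37, and for ABCC3, an exporter of organic anions, with 15.8, 42.1 and 7.18 TPM. UGT1A6, a glucuronosyltransferase that shares its last exons with its UGT1A neighbors, also belonged to this group, with log2 ratios of 1.31 in siAP-2γ and −1.23 in siTRIM37. TOMM6, a subunit of the mitochondrial import pore, had 39.3 TPM in siNC, 8.34 in siAP-2γ and 195 in siTRIM37. The readthrough models PPAN-P2RY11 and RPL36A-HNRNPH2 and the microRNA gene MIR3615, which overlaps SLC9A3R1, were also among the most divided genes, and their values are uncertain because they share sequence with a neighbor. Among the largest changes in a single knockdown, LCN2, a siderophore-binding lipocalin, rose from 1.01 to 99.0 TPM in siAP-2γ and reached 2.95 in siTRIM37. BPIFB1, a secreted protein of airway epithelia, rose from 0.179 to 15.6 TPM in siAP-2γ and was at 0.617 in siTRIM37. The T-cell receptor gene segment TRAV30 fell from 8.28 TPM to 6.77 in siTRIM37 and was listed at 0 in siAP-2γ. In siTRIM37, the PAGR1 entry ENSG00000263136.2 fell from 25.2 to 0.448 TPM, with 11.6 in siAP-2γ. MRPL30 rose from 2.45 to 22.3 in siTRIM37, with 4.29 in siAP-2γ. RP11-1035H13.3 was at 72.5 in siTRIM37 but listed at 0 in siNC and in siAP-2γ. All 3 overlap another gene model on their strand, so these values are uncertain too. For PAGR1 that model is a more highly expressed entry of the same gene name, so a fall of the whole gene is not shown. LCN2, BPIFB1, TRAV30, the PAGR1 entry and MRPL30 passed both cut-offs in the same direction, so they are not particular to a single knockdown. The direction of the AP-2γ-regulated genes depended on the scaling, with 38.9% up after rescaling to TPM, 51.8% with the FPKM as deposited and 51.9% with upper-quartile scaling. Both ratios share 1 siNC library, and independent lists of these sizes would share 2834 genes. Simulated counting noise in 3 unchanged libraries gave 281 shared genes on average. When the 3 values of each gene were reassigned among the libraries at random, 3381 genes passed both cut-offs on average (3258 to 3509 in 1000 draws) where independent lists would share 2735, and 4739 or 3126 did when siAP-2γ or siTRIM37 took the place of siNC. Across genes, which are not independent replicates, the log2 ratios of the knockdowns had a Pearson r of 0.42 and a Spearman rho of 0.38, both below every reassignment, which gave a mean r of 0.50 (0.45 to 0.54) and a mean rho of 0.47 (0.45 to 0.49). Their covariance was 0.206, against 0.0219 from counting noise. The single siNC library cannot be split, so part or all of the excess over independent lists may come from the shared control.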

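A total of 1396 genes were downregulated and 1278 were upregulated in both knockdowns. The downregulated genes with the largest changes included BFSP2, a filament protein of the lens, which fell from 21.1 TPM in siNC to 0.450 in siAP-2γ and 5.85 in siTRIM37, and SPON2, an extracellular matrix protein, which fell from 15.7 to 4.68 and 2.70. PRR11, a cell cycle gene on chromosome 17 near TRIM37, fell from 92.2 TPM to 28.0 in siAP-2γ and 31.5 in siTRIM37, and KLK2, an androgen-induced kallikrein, from 19.8 to 7.12 and 2.35. The upregulated genes with the largest changes included RTP4 and SAMD9L, which interferon induces. RTP4 rose from 1.05 TPM to 57.3 in siAP-2γ and 9.52 in siTRIM37, and SAMD9L from 0.662 to 14.8 and 4.32. The adhesion protein CEACAM5 rose from 10.3 TPM to 143 in siAP-2γ and 74.6 in siTRIM37, the heme oxygenase HMOX1 from 9.37 to 51.2 and 51.4, and the innate receptor TLR2 from 1.55 to 9.25 and 8.76. C15orf48, SPINK1, TFPI2, NPR1 and SDR16C5 also belonged to this set, with log2 ratios of 4.49, 3.57, 3.16, 4.68 and 2.12 in siAP-2γ and of 2.54, 2.96, 2.49, 3.73 and 3.14 in siTRIM37. METTL7A, FAM161B and the F-box gene FBXO27 were further members of the downregulated set, with log2 ratios of −2.74, −1.39 and −2.47 in siAP-2γ and of −1.53, −2.07 and −1.31 in siTRIM37. The long noncoding genes RP11-386G11.10, RP11-35O15.1 and RP11-346D6.6 belonged to it as well, the first with 439 TPM in siNC, 149 in siAP-2γ and 56.8 in siTRIM37. TREX2, which overlaps HAUS7, ISY1-RAB43, a readthrough model listed at 0 in siAP-2γ, AC034102.1, which overlaps RAB5B, and CTD-2207O23.12, which overlaps ZNF358 and was listed at 0 in siNC, were also selected by size and are uncertain. Genes were named by the smaller of their 2 log2 changes among genes with a mean TPM of at least 5. Independent lists would share 794 downregulated and 597 upregulated genes, and random reassignment of each gene's values among the libraries gave 1289 and 1572 on average, with ranges of 1185 to 1383 and 1440 to 1693. Counting noise alone gave 113 in each direction. The share of upregulated genes was 47.8% after rescaling to TPM and 58.0% with the FPKM as deposited, which counted 1111 genes down and 1537 up.

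**Figure D1:**
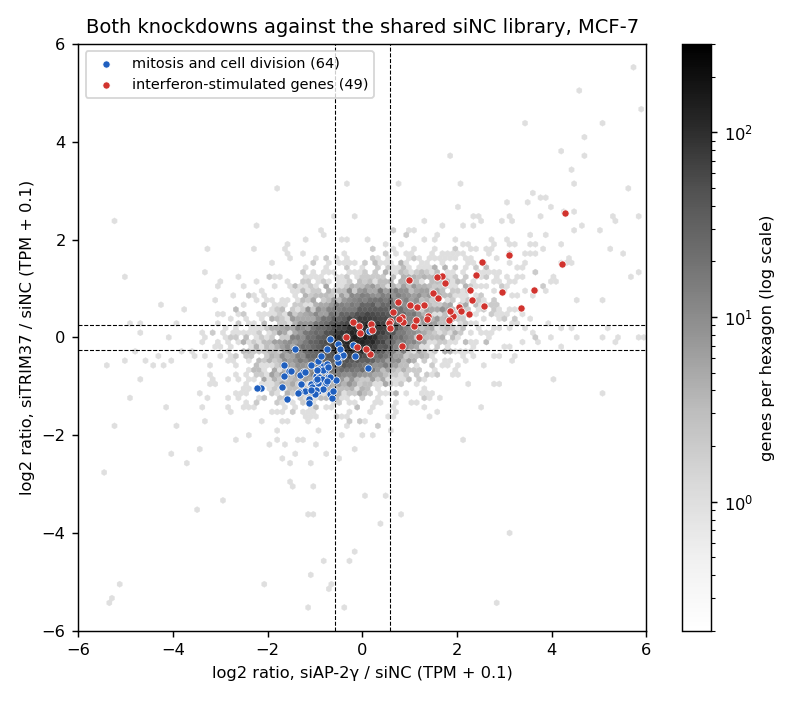
Density of the 15359 tested genes by log2 ratio to siNC in siAP-2γ (horizontal axis) and in siTRIM37 (vertical axis), from 1 library per condition, with dashed lines at the 1.5-fold and 1.2-fold cut-offs. Blue points are the 64 genes of mitosis and cell division, most of them in the lower left, red points are the 49 interferon-stimulated genes, most of them in the upper right, and 13 genes lie outside the axes.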

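Genes of the interferon response and of antigen presentation rose together in both knockdowns. Of 49 measured interferon-stimulated genes, 37 rose and none fell in siAP-2γ, 38 rose and 1 fell in siTRIM37, and 34 rose in both, against a mean of 3.39 in random lists matched on expression. BST2, which tethers virions to the cell surface, rose from 232 TPM in siNC to 782 in siAP-2γ and 501 in siTRIM37, and IFI27 rose from 1787 to 6459 and 2614. Of 16 genes of MHC class I presentation, 13 rose in siAP-2γ, all 16 in siTRIM37 and none fell in either, with B2M, the light chain of MHC class I, at log2 ratios of 1.65 and 0.96. Of 25 NF-κB targets 13 reached a mean of 1 TPM, and 9 of these rose in both and none fell in both, against a mean of 1.02 up in both in random lists. Without this filter, which some genes low in siNC pass by rising, 12 of the 25 rose in both and none fell in both, and the median log2 ratio in siAP-2γ was 0.67 in place of 1.61. RELB, an NF-κB subunit, rose from 6.31 TPM to 41.4 in siAP-2γ and 26.3 in siTRIM37. OAS1, a sensor of double-stranded RNA, had log2 ratios of 1.37 in siAP-2γ and 0.39 in siTRIM37, and LGALS3BP, a secreted glycoprotein, of 1.31 and 0.65. In the MHC class I group, the immunoproteasome subunit PSMB10 had log2 ratios of 1.41 in siAP-2γ and 0.88 in siTRIM37, HLA-E of 0.72 and 0.59, and the peptide-loading factor TAPBP of 0.61 and 0.81. PSMB8, PSMB9 and TAP1 are counted in this group and among the interferon-stimulated genes. The inhibitor gene NFKBIA rose in both with log2 ratios of 1.10 and 0.66, as did NFKB2 with 0.97 and 0.74 and TNFAIP2 with 2.82 and 0.55. Targets of ATF4 and of endoplasmic reticulum stress numbered 29, of which 10 rose and none fell in siAP-2γ, 13 rose and 6 fell in siTRIM37, and 9 rose in both. HSPA5, the main chaperone of the endoplasmic reticulum, rose from 294 TPM to 548 and 399, the asparagine synthetase ASNS from 49.5 to 140 and 66.2, and the transcription factor DDIT3 from 23.4 to 88.5 and 29.7. Of 25 genes of the pro-apoptotic BCL2 family, death receptors and caspases, 14 rose and 2 fell in siAP-2γ and 9 rose and 3 fell in siTRIM37. BBC3, CASP8, CASP7 and TNFRSF10B rose in both, with log2 ratios of 0.78, 1.01, 0.72 and 0.69 in siAP-2γ and of 0.42, 0.52, 0.43 and 0.51 in siTRIM37, and CASP2 fell in both, with −1.17 and −0.27, the latter short of the cut-off without mitochondrial genes, at −0.22. Of 31 p53 targets, 5 rose in both, including FAS, and 2 fell in both, GADD45B and TP53I11, where random lists held 2.18 and 2.33 on average. Lists of RNAs chosen as signs of RNA quality moved in the same libraries. Nuclear-retained and non-polyadenylated RNAs had median log2 ratios of 0.96 in siAP-2γ and 0.41 in siTRIM37 over 8 measured genes, the latter −0.15 without a filter, with MALAT1 at 148, 681 and 312 TPM and RN7SK at 9.96, 60.7 and 25.2, and all 13 mitochondrially encoded mRNAs rose in siTRIM37. The lists were fixed before the data were examined. The random lists, 10000 per list with the same number of genes and matched on mean TPM in 20 bins, describe these libraries only, and the libraries do not show whether another non-targeting siRNA would give the same values as siNC.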

For this work, we focused on the coactivator activity of TRIM37 in AP-2γ-mediated transcription. GO term analysis of TRIM37 and AP-2γ coactivated genes shows they are enriched for biological processes associated with DNA replication, cell cycle, cell division, and cell proliferation (Fig. 3D). Together, our results demonstrate that TRIM37 is required for efficient transcription of AP-2γ target genes and coregulate cancer-associated genes that affect tumor progression.

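Genes of mitosis and of DNA replication fell together in both knockdowns. Of 64 measured genes of mitosis and cell division, 49 fell in both knockdowns, or 76.6% against 9.09% of all tested genes, and none rose in either. PLK1, the kinase that drives mitotic entry and spindle assembly, fell from 144 TPM in siNC to 56.1 in siAP-2γ and 65.2 in siTRIM37, UBE2C, the ubiquitin-conjugating enzyme of the anaphase-promoting complex, from 259 to 122 and 123, and the phosphatase CDC25B from 149 to 52.7 and 92.0. Of 28 genes of replication initiation, 17 fell in both, among them the helicase subunit MCM2, from 138 TPM to 42.1 in siAP-2γ and 72.7 in siTRIM37. Of 45 replisome and fork genes, 21 fell in both, including thymidine kinase TK1, with log2 ratios of −1.43 and −0.95, and the ribonucleotide reductase subunit RRM2, with −1.46 and −0.53. Matched random lists held on average 4.98 coactivated genes for the mitosis list, 2.28 for initiation and 3.29 for the replisome. The helicase subunits MCM3, MCM4 and MCM7 fell as well, with log2 ratios of −0.87, −1.16 and −0.83 in siAP-2γ and of −0.53, −0.39 and −0.91 in siTRIM37, and so did the flap endonuclease FEN1, with −0.82 in each. Of 29 genes of the G1/S transition, 14 fell in both, including the kinase CDK2, from 115 TPM to 57.4 and 85.5, and by log2 ratio MYBL2 (−0.59 and −0.55) and CCND1 (−0.60 and −0.36). Of 23 genes of sister chromatid cohesion and condensation, 11 fell in both, including CDCA5, which protects cohesin (−1.35 and −0.81), and the condensin subunit NCAPD2 (−1.81 and −0.92). Of 21 nucleosome assembly chaperones and histone variants, 5 were coactivated, such as ASF1B, with log2 ratios of −1.24 and −0.93. Among 37 replication-dependent histone genes, 8 fell and 4 rose in both, and these near-identical copies are uncertain. Telomere maintenance had 2 coactivated genes of 15, WRAP53 and RTEL1, against a mean of 1.14 in random lists. The value of RTEL1 is uncertain because it overlaps the readthrough model RTEL1-TNFRSF6B. Of 76 cytosolic ribosomal protein genes, 3 were coactivated, RPS2, RPL3 and RPS4X, against 4.52 in random lists, and of 58 translation factors and aminoacyl-tRNA synthetases 5 were, against 3.56 in random lists, including EEF2, which fell from 1652 TPM to 812 and 1072. With the FPKM as deposited, 1 gene of each of these lists was coactivated. Cell-cell adhesion had 3 coactivated genes of 28, DSG2, PVRL1 and PKP2, against 1.89 in random lists, and 3 that rose in both, CLDN4, CLDN7 and OCLN, the last named after its values were seen. Mammary gland alveolus development had 2 coactivated genes of 14, CCND1 and PRLR, against 1.33, and 2 that rose in both, STAT5A and ELF5, the latter short of the cut-off in siAP-2γ with a pseudocount of 1, at 0.50. In the same libraries the nuclear-retained RNA NEAT1 was at 14.6 TPM in siNC, 40.3 in siAP-2γ and 32.1 in siTRIM37, and RN7SL2, an RNA of the signal recognition particle, at 271, 138 and 129. The lists follow the terms of Fig. 3D, which the paper found enriched among genes down in both knockdowns of this experiment. Their coactivated shares are therefore no independent support for these terms. Some lists share genes, and the annotation behind DAVID was not used here. In siAP-2γ the calls of CCND1, MYBL2, RPS2, RPS4X and PKP2 ended with the FPKM as deposited, at log2 ratios of −0.47, −0.47, −0.54, −0.51 and −0.54. The calls of RTEL1 and PKP2 in siTRIM37 ended without mitochondrial genes, at −0.23 each. At 2-fold in both knockdowns the coactivated genes numbered 11 in the mitosis list, 1 each in the replisome, initiation and G1/S lists and 0 in the cohesion list. At that cut-off 148 of all 15359 tested genes were coactivated.

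**Figure D2:**
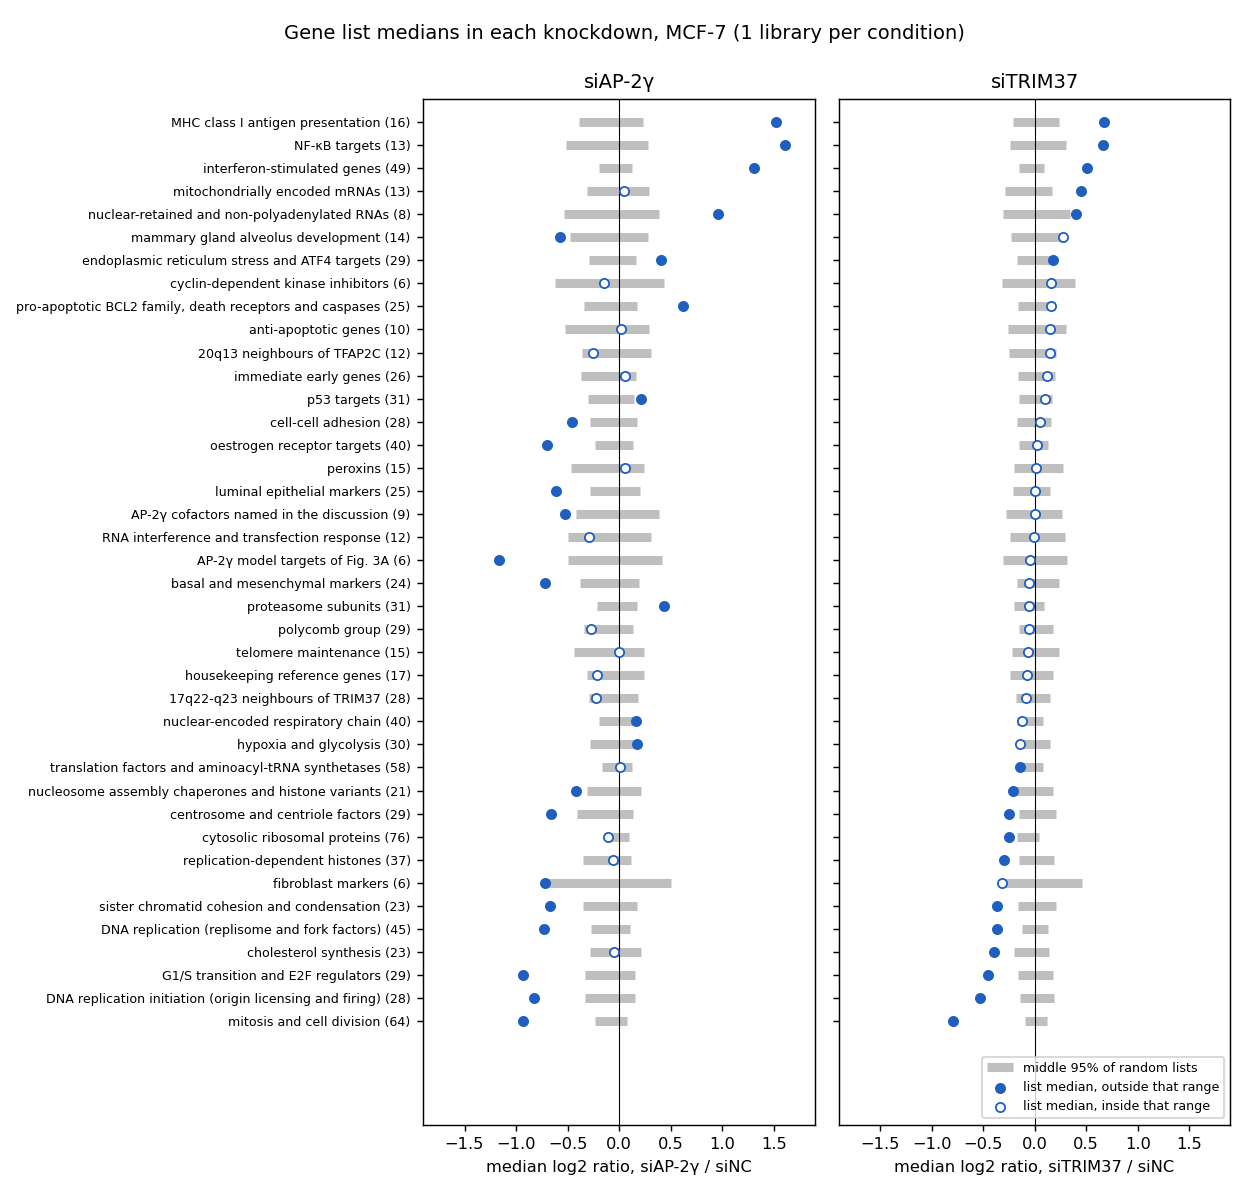
Median log2 ratio to siNC of the 40 gene lists with at least 5 measured genes, in siAP-2γ and in siTRIM37, from 1 library per condition. Each point is the median of a list, filled where it lies outside the middle 95% of 10000 random lists matched on size and mean TPM (gray bars), and the medians of the mitosis list, at −0.93 and −0.79, lie below the bars.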

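All 6 model targets of AP-2γ passed the cut-off downward in siAP-2γ, and GREB1 and MYB did so in siTRIM37. GREB1, a coactivator of the estrogen receptor, fell from 374 TPM in siNC to 147 in siAP-2γ and 215 in siTRIM37, and the transcription factor MYB from 60.4 to 5.08 and 46.4. The receptor tyrosine kinase RET was at 79.4 TPM in siNC, 12.2 in siAP-2γ and 78.0 in siTRIM37. The retinoic acid receptor RARA was at 157, 84.3 and 149 TPM, and the carbonic anhydrase CA12 at 54.0, 27.1 and 54.2. The pioneer factor FOXA1 was at 396 TPM in siNC, 260 in siAP-2γ and 459 in siTRIM37. The log2 ratios in siTRIM37 were −0.80 for GREB1, −0.38 for MYB, −0.07 for RARA, −0.03 for RET, 0.01 for CA12 and 0.21 for FOXA1, and their median of −0.05 was at the 44.7th percentile of matched random lists. In siAP-2γ the median of −1.17 was below all 10000 random lists. The paper chose these genes as known AP-2γ-regulated genes, so this rank is no independent evidence. FOXA1 was near the cut-off in siAP-2γ, with a log2 ratio of −0.61 that became −0.48 with the FPKM as deposited, short of 1.5-fold. On hg19, GREB1 (ENSG00000196208.9) lies on chromosome 2 from 11674242 to 11782914, MYB (ENSG00000118513.14) on chromosome 6 from 135502453 to 135540311 and RET (ENSG00000165731.13) on chromosome 10 from 43572475 to 43625799. RARA (ENSG00000131759.13) lies on chromosome 17 from 38465444 to 38513094, CA12 (ENSG00000074410.9) on chromosome 15 from 63613577 to 63674360 and FOXA1 (ENSG00000129514.4) on chromosome 14 from 38059189 to 38069245. The estrogen receptor gene ESR1 fell from 98.7 to 36.3 TPM in siAP-2γ and was at 97.4 in siTRIM37. Of 40 estrogen receptor targets, 22 fell and 6 rose in siAP-2γ, and 11 fell and 15 rose in siTRIM37. Of these genes, 8 fell in both knockdowns, among them the chemokine CXCL12, from 52.5 TPM to 5.46 and 26.4, and 8 went in opposite directions. From the lower expression of model genes by RT-qPCR (Fig. 3A) and the coregulated genes with their GO terms (Fig. 3B-D), the paper concludes that TRIM37 is required for efficient transcription of AP-2γ target genes. That RT-qPCR rests on repeated independent experiments in MCF-7 and BT474 cells, whereas the values here come from 1 library per condition. The paper also reports weaker AP-2γ binding at model genes after TRIM37 depletion.

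**Figure D3:**
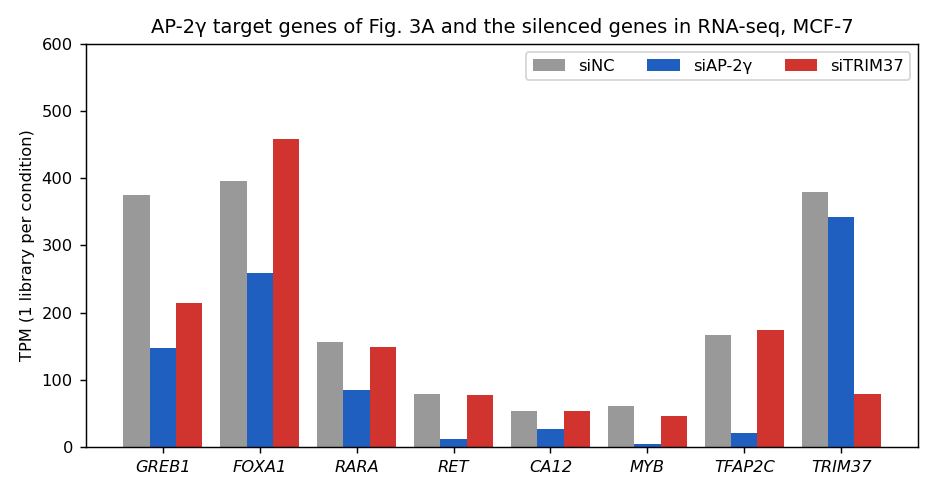
Expression in TPM of the 6 model target genes and of TFAP2C and TRIM37 in siNC, siAP-2γ and siTRIM37, with 1 library per bar and so no error bars. GREB1 is at 374 TPM in siNC, 147 in siAP-2γ and 215 in siTRIM37, while RET and CA12 in siTRIM37 stand near their siNC bars.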

### TRIM37 enhances AP-2γ binding to chromatin

To understand how TRIM37 stimulates AP-2γ mediated transcription, we assessed whether TRIM37 could be involved in modulating AP-2γ binding to chromatin. We tested this possibility by performing an AP-2γ ChIP-seq on MCF-7 cells before and after TRIM37 depletion. As shown in Fig. 4A, depleting TRIM37 significantly reduced the average binging intensity of AP-2γ at the 5,146 TRIM37 and AP-2γ co-binding sites, including binding sites associated with AP-2γ-regulated genes (Fig. 4B and C). Together, our results suggest that TRIM37 promotes or stabilizes AP-2γ binding to chromatin.

### TRIM37 promotes AP-2γ nuclear translocation via K63 ubiquitination

TRIM37 is an E3 ubiquitin ligase 14, 25, 27, 28. Thus, we speculated that TRIM37 might function as a coactivator by ubiquitinating AP-2γ. Indeed, siRNA-mediated depletion of TRIM37 decreased AP-2γ ubiquitination levels in MCF-7 cells (Fig. 5A). Consistent with these results, overexpression of TRIM37 in HEK 293T cells increased AP-2γ ubiquitination levels in a dose-dependent manner (Fig. 5B). Our results also show that TRIM37 can induce mono- and polyubiquitination of AP-2γ (Fig. 5B and Fig. S3). Moreover, a RING domain mutant of TRIM37 (C18R, which destroyed the E3 ubiquitin ligase activity) substantially reduced the ability of TRIM37 to promote the ubiquitination of AP-2γ (Fig. 5B), further supporting our idea that TRIM37 is an E3 ubiquitin ligase for AP-2γ.

Next, we asked whether TRIM37 regulates AP-2γ protein expression levels. Overall, the depletion of TRIM37 did not change AP-2γ protein levels in MCF-7 (Fig. 5C) or BT474 cells (Fig. S2A). Consistent with these observations, the overexpression of TRIM37 also did not affect AP-2γ protein levels (Fig. 5D). Since TRIM37 does not modulate AP-2γ protein expression levels in BCa cells, we decided to see if TRIM37 could alter AP-2γ subcellular localization instead. Fractionation analyses show that AP-2γ protein level decreased in the nucleus and increased in the cytoplasm after TRIM37 knockdown in MCF-7 (Fig. 5E and F) and BT474 cells (Fig. S2B and S2C). These observations suggest that TRIM37 affects AP-2γ protein translocation rather than protein stability. Lysine-48 (K48)-linked ubiquitin chains mainly target proteins for proteasomal degradation, whereas K63-linked ubiquitin chains mediate nonproteolytic signals, including those regulating subcellular localization, protein activation, and protein-protein interaction 29-31. To determine which ubiquitin chain TRIM37 uses to modify AP-2γ, we performed ubiquitination assays containing either K63-only or K48-only ubiquitin as substrates. Our results show that TRIM37 promotes K63 but not K48 ubiquitination of AP-2γ (Fig. 5G). Taken together, our results indicate that TRIM37 functions as a coactivator of AP-2γ-mediated transcription by promoting the translocation of the protein from the cytoplasm to the nucleus through K63-mediated ubiquitination of AP-2γ.

### TRIM37 is essential for BCa growth

In addition to examining the role of TRIM37 in AP-2γ-mediated transcription, we also addressed its biological functions in BCa. To do this, we depleted TRIM37 in MCF-7 and BT474 cells and assayed for cell proliferation (MTT) and apoptosis. Knockdown of TRIM37 markedly reduced cell proliferation (Fig. 6A and B) and significantly increased cell apoptosis (Fig. 6C and D). We also examined the effect of TRIM37 on the cell cycle. FACs analyses show that depletion of TRIM37 increased the G1/S transition and decreased the S phase of the mitotic cell cycle (Fig. 6E). Together, our results suggest TRIM37 is essential for BCa proliferation and survival through promoting the cell cycle and inhibiting apoptosis.

### TRIM37 and AP-2γ expression is a good predictor of BCa survival

Finally, since the above findings indicate TRIM37 and AP-2γ function together, we were interested in determining whether these two factors have good prognostic value in predicting BCa survival. Our analysis found that AP-2γ expression is not associated with BCa patient survival (Fig. 6G). In contrast, high TRIM37 expression is significantly associated with a poor survival outcome (Fig. 6F). Although TRIM37 alone can predict survival, we explored whether we could obtain a better prognostic indicator if we considered TRIM37 and AP-2γ expression together. Indeed, our results show that the separation and significance in BCa survival increased if we used the expression information of both factors (Fig. 6H). Taken together, our clinical analysis suggests combining TRIM37 and AP-2γ expression for predicting BCa patient outcomes.

## Discussion

AP-2γ is a critical player in the development and progression of BCa 9, 10. Furthermore, transcriptional regulation by AP-2γ is influenced by a specific combination of coregulatory factors 32-34. Thus, knowing all the interactors of AP-2γ and understanding their function is essential for potential BCa therapy. Over the years, through various biochemical and genomic approaches, only several AP-2γ coregulatory proteins have been identified thus far, including ERα, FOXA1, FBP1, KDM5B, MYC, MTA1, B23, and CITED 2, 11, 35-39. In this study, using a highly robust proteomics approach, we identified all chromatin-bound AP-2γ interacting proteins in BCa cells (Fig. 1). We also revealed TRIM37 as a novel coregulator of AP-2γ and provided functional insight into how TRIM37 regulates AP-2γ transcriptional activity in BCa cells.

TRIM37 is an oncogenic transcriptional regulator in BCa, monoubiquitinating histone H2A and suppressing the transcription of a cohort of tumor suppressor genes 14. The findings from our work also support TRIM37 as an oncoprotein. We showed that TRIM37 is highly expressed in BCa and is required for promoting BCa cell growth (Fig. 1E and 6A-B). Our findings also show that TRIM37 is a component of the AP-2γ transcriptional complex essential for AP-2γ-mediated transcription (Fig. 2 and 4). In addition, our work reveals that TRIM37 functions as a coactivator of AP-2γ regulated gene transcription (Fig. 3) by enhancing AP-2γ chromatin binding (Fig. 4).

In addition to monoubiquitinating histone H2A, TRIM37 has also been reported to activate the NF-kB pathway via polyubiquitinating TRAF2 and promote peroxisomal matrix protein import by monoubiquitinating PEX5 14, 18, 27. In this study, we identified a new function for TRIM37. We show that TRIM37 interacts with AP-2γ and mediates K63-mediated mono- and polyubiquitination of AP-2γ, promoting AP-2γ nuclear translocation (Fig. 5 and S3). We also showed that the RING domain of TRIM37 is required for AP-2γ ubiquitination but is not necessary for the interaction between TRIM37 with AP-2γ (data not shown), suggesting that TRIM37 may interact with AP-2γ by recruiting other protein factors. This possibility and the specific interaction site between TRIM37 and AP-2γ will be tested in future work.

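After TRIM37 depletion in MCF-7 cells, 57 of 64 measured genes of mitosis and cell division fell past the 1.2-fold cut-off and none rose. Of all tested genes, 23.7% fell and 27.9% rose past it. The median log2 ratio of the mitosis genes to siNC was −0.79, below the medians of all 10000 random lists of the same size matched on expression. This list follows terms that the paper found enriched among genes down in both knockdowns (Fig. 3D). Its rank is therefore not independent of that result. AURKA, the kinase of centrosome maturation and spindle assembly, fell from 138 TPM in siNC to 61.9 in siTRIM37, and BIRC5, the survivin subunit of the chromosomal passenger complex, from 68.3 to 39.5. Of 29 centrosome and centriole genes, 14 fell and none rose, including ODF2, an appendage protein of the mother centriole, from 84.1 to 51.2 TPM, and CDK5RAP2, an organizer of the pericentriolar material, from 32.3 to 18.1. TUBG1, the γ-tubulin that nucleates microtubules, had a log2 ratio of −0.66 and CEP55, which acts in abscission, of −0.71. PLK4, the kinase of centriole duplication, fell from 12.5 to 9.11 TPM, whereas CEP192 was at 6.75 TPM in siNC and 7.76 in siTRIM37, short of the cut-off. These are RNA levels and do not bear on the degradation of CEP192 protein that the paper discusses. Of the 29 genes of the G1/S transition, 18 fell and 4 rose in siTRIM37. The cyclin-dependent kinase inhibitor CDKN1A rose from 207 to 270 TPM. After AP-2γ depletion, 52 of the mitosis genes passed the 1.5-fold cut-off downward and none upward, and 15 of the centrosome genes fell. The values come from 1 library per condition, and a lower level in a culture does not separate fewer dividing cells from less transcript per cell.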

Our global gene expression analysis reveals that TRIM37 regulates the transcription of pro-mitotic genes (Fig. 3). In support of this observation, cell proliferation and apoptosis results show that TRIM37 promotes cell proliferation and inhibits apoptosis (Fig. 6A-D). Notably, two recent studies reported that centrosome depletion induces synthetic lethality in TRIM37 amplified cancer cells 24, 25. Specifically, when PLK4 is inhibited, TRIM37 degrades CEP192, a core component of the pericentriolar centrosome material. This degradation leads to the unsuccessful assembly of the mitotic spindle resulting in the failure of mitosis and cell proliferation. Together, these findings suggest that TRIM37 is a promising therapeutic target for BCa treatment.

Finally, our analysis of clinic data shows that high expression of TRIM37 in BCa patients is associated with a poor survival outcome (Fig. 6F). Furthermore, we found that combining AP-2γ expression information with TRIM37 data provides a better predictive value than TRIM37 only. Taken together, the results from this study suggest that TRIM37 and AP-2γ expression can help better predict BCa patient outcomes.

In conclusion, we identified TRIM37 as a novel interactor of AP-2γ, regulating AP-2γ-mediated transcription via K63-linked ubiquitination. The resulting posttranslational modification of AP-2γ moves the protein from the cytoplasm to the nucleus. This study also provides novel insights into the transcriptional network and the molecular mechanisms by which AP-2γ regulates gene expression in BCa. Finally, our work will directly lead to significant advances in understanding the role of TRIM37-AP-2γ interaction in gene transcription and aid in developing novel therapeutics for BCa treatment.

## Materials and Methods

### Antibodies and reagents

The following antibodies were used for RIME, ChIP, Co-IP and immunoblotting: anti-AP-2γ (sc-12762x, SCBT), anti-AP-2γ (sc-8977, SCBT), anti-TRIM37 (A301-174A, Bethyl Lab), anti-HA (sc-7392, SCBT), normal mouse IgG (sc-2025, SCBT), normal rabbit IgG (sc-2027, SCBT), and anti-GAPDH (sc-47724, SCBT). MG132 (s2619) was purchased from Selleckchem. Dynabeads^TM^ M-280 sheep anti-mouse IgG (11202D) and Dynabeads^TM^ protein G (10009D) were purchased from Invitrogen.

### Plasmids

The plasmid vectors, p3X-Flag-Myc-CMV-26 and p3X-Flag-Myc-CMV-26-TRIM37, were generous gifts from Michael R. Green (University of Massachusetts Medical School). The TRIM37[C18R] mutant construct was generated using the QuickChange site-directed mutagenesis kit (Agilent). The primer used for the mutagenesis is listed in Supplementary Table 2. The full-length TFAP2C cDNA was cloned into the pCMV5 vector at KpnI and HindIII. The pRK5-HA and pRK5-HA-K48/K63 ubiquitin plasmids were purchased from Addgene.

### Cell culture

MCF-7 cells (ATCC) were cultured in DMEM (Gibco) supplemented with 5% FBS (Gibco). HEK293T and BT474 cells (ATCC) were cultured in DMEM with 10% FBS. All cells were grown at 37 °C in a 5% CO_2_ incubator.

### RNAi studies

Cells were seeded in a six-well plate or 10 cm dish to 70% confluency and subsequently transfected with 5 nM of Dicer-substrate short interfering RNA (IDT) using Lipofectamine RNAiMAX (Invitrogen). Then, 72 h after transfection, cells were harvested for RT-qPCR, RNA-seq, western blotting, or ChIP assay. Two separate siRNAs were used for every target and paired with negative control, siNC. siRNA and RT-qPCR primers sequences are listed in Supplementary Table 2.

### Cell proliferation assays

Cells were transfected with siNC or siTRIM37, seeded into 96-well plates at 3 × 10^3^ cells/well, and then incubated with 5 mg/mL sterilized MTT (Life Technologies) in PBS for 3 h at 37 °C. The MTT was removed, and 100 µl DMSO was added (Sigma). The plate was then incubated for a further 30 min at 37 °C. The absorbance was measured at an OD of 590 nm using a plate reader (Thermo Scientific). Cell proliferation was monitored every day for 6 days. Experiments were performed in 3 technical replicates and repeated 3 independent times.

### Cell apoptosis assays

Cell apoptosis assay was performed using the Dead Cell Apoptosis Kit (Invitrogen) according to the manufacturer's instructions. In brief, MCF-7 cells were transfected with siNC or siTRIM37. After 72 h of transfection, cells were harvested, centrifuged at 1,200 rpm for 5 min at 4 °C, washed with cold PBS once, and then resuspended in a binding buffer containing Annexin V-FITC and propidium iodide. Next, cells were incubated for 15 min in the dark at room temperature. After staining, the cells were mixed with 400 µl binding buffer and immediately analyzed by flow cytometry (BD FACS Calibur). Experiments were repeated three independent times.

### *In vivo* ubiquitination assays

For ubiquitination assays with MCF-7, cells were first transfected with siNC or siTRIM37 for 24 h after transfection. Then, the media was changed, and cells were transfected with the HA-ubiquitin construct. Finally, cells were treated with 20 nM MG132 for 6 h before harvesting. As for ubiquitination assays with HEK293T, cells were transfected with the HA-ubiquitin plasmid together with other indicated constructs. Cells were then treated with MG132 under the same condition as MCF-7 cells. After 48 h of transfection, cells were harvested and lysed with RIPA buffer containing NEM (Sigma) and protein inhibitor cocktail (Roche). Ubiquitinated proteins were precipitated with anti-AP-2γ pre-bound to sheep anti-mouse magnetic beads and analyzed by WB.

### Co-immunoprecipitation assay

Cells were grown in 15 cm dishes. Cell lysates (same as the ChIP method) were incubated with 5 µg of AP-2γ antibody and 100 µl magnetic beads complex on a rotator overnight at 4 °C. Afterward, the protein-antibody-beads complex was washed with RIPA lysis buffer, resuspended in sample buffer, boiled for 10 min, and analyzed by WB.

### Subcellular fractionation

For subcellular fractionation analysis, cytoplasmic and nuclear proteins were separated using the subcellular protein fractionation kit according to the manufacturer (Abmon). Briefly, cells were harvested as a pellet and were incubated with fractionation buffer at 4 °C for 5 min. Next, the lysate was centrifuged 500 × g at 4 °C for 5 min. The supernatant (cytoplasmic extract) was transferred to a clean tube, while the pellet was sequentially added with disruption buffer and incubated at 4 °C for 10 min. Finally, the supernatant (nuclear protein) was collected, and protein sample buffer was added and boiled for 6 min. The sample was then analyzed by WB.

### RIME analysis

AP-2γ RIME was performed as described 23 with minor modifications. Briefly, 1 × 10^7^ MCF-7 cells were crosslinked with 1% mass spectrometry grade formaldehyde (Pierce, Cat # 28906) for 8 min at RT. 10 µg anti-AP-2γ (sc12762x) antibody pre-bound with 100 µl sheep anti-mouse Dynabeads was used for immunoprecipitation. Immunoprecipitated proteins were extracted by heating in denaturing buffer (0.02 M Tris/HCl, pH 6.9, 2% SDS, 0.1 M dithiothreitol) for 10 minutes. After spinning at 14,000 × g for 30 sec, the supernatant containing the extracted proteins was collected and stored at -80 °C until proteomic analysis. To predict the GO categories of AP-2γ-associated proteins, we used msarc 1.4.5 (https://CRAN.R-project.org/package=msarc).

### Label-free LC-MS/MS quantitative proteomic analysis

The extracted proteins were subjected to trypsin digestion using the filter-aided sample preparation approach described by Wiśniewski JR, 2018 40. The tryptic digest was cleaned up with C18 ZipTip (Millipore) according to the manufacturer's instructions. After drying down with a speedvac, the cleaned peptides were reconstituted in water with 5% acetonitrile (can) and 0.1% formic acid. Peptides were separated on an EASY-Spray™ LC Column 75 µm × 50 cm, 2-µm 100-Å pore size (Thermo Fisher Scientific) with an ACN gradient from 5% to 35% in 0.1% formic acid over 65 min. Peptides eluting from the column were analyzed on a Q Exactive mass spectrometer (Thermo Fisher Scientific) operated in a data-dependent mode. Survey full-scan MS spectra (400-2,500 m/z) were acquired at 70,000 FWHM resolution. The top 20 most intense ions were sequentially isolated and fragmented in the orbitrap by higher-energy collisional dissociation (HCD) with normalized collision energy (NCE) set to 25. MS/MS spectra were acquired at 17,500 FWHM resolution. The LC-MSMS data were searched against the UniProt human protein sequence (reviewed) database using MaxQuant v1.5.3.17 41 to identify proteins with a minimum of 2 unique peptides at PSM FDR of 0.01, peptide FDR of 0.01, and protein FDR of 0.01. For label-free quantification, the LFQ intensity of each unique protein was calculated using the intensity data of the unmodified unique peptides and razor peptides.

### Chromatin Immunoprecipitation (ChIP)

The TRIM37 ChIP was performed as described 42, except we used a two-step method to cross-link the cells 43. Briefly, MCF-7 cells were cultured in a 15 cm dish to approximately 1 × 10^7^ cells. Cells were then treated with the protein-protein cross-linker, DSG (Pierce), at a final concentration of 2 mM at room temperature for 45 min. After washing with PBS for 3×, cells were treated with 1% formaldehyde and incubated at RT for 10 min. Nuclear extracts made from these double cross-linked cells were then immunoprecipitated with anti-TRIM37 or normal rabbit antibody pre-bound to protein G Dynabeads (Invitrogen). The precipitated DNA was de-crosslinked at 65 °C for 8-18 h and subjected to either high-throughput sequencing or ChIP-qPCR. The primers used for amplifying ChIP products are listed in Supplementary Table 2.

### ChIP-seq analysis

ChIP-seq libraries were prepared using the TruSeq ChIP Library Prep kit (Illumina) and subjected to paired-end sequencing. Quality control and pre-processing of raw data were processed using the Fastp software (version 0.20.1). Reads were mapped to the hg19 genome (ftp://ftp.ccb.jhu.edu/pub/data/bowtie2_indexes/hg19.zip) with Bowtie 2 44 and duplicates were removed using the Picard v.2.20 tool 45. MACS14 (version 1.4.2) was used for peak calling (q value ≤ 1e-04) 46. The Chipseeker 47 package in R statistical environment (R x64 3.6.3) was used to annotate the genomic region of the peaks. The motif enrichment analysis was performed using homer HOMER v4.11.1 (http://homer.ucsd.edu/homer/motif/).

### RNA-seq

Raw data quality control and pre-processing were processed with Fastp (version 0.20.1) and Trim Galore (version 0.6.6). Clean reads were mapped to the hg19 genome with HISAT2 (version 2.2.1) 48. RSeQC (version 2.6.2) 49 was used to check mapped read quality. Transcripts Per Million (TPM) was counted using StringTie (version 2.1.4) (https://www.gencodegenes.org/human/release_19.html) 50. Differential gene expression analysis was performed based on TPM values with a cut-off of 1.5 for siAP-2γ/siNC and 1.2 for siTRIM37/siNC. We plotted the overlapping differentially expressed genes using the heatmap R package and performed GO enrichment analysis using DAVID (https://david.ncifcrf.gov/).

### Clinic data analysis

TCGA and Yau breast cancer datasets 51 were downloaded from UCSC Xena (https://xenabrowser.net/datapages/). The METABRIC breast cancer dataset was downloaded from cBioPortal (https://www.cbioportal.org/datasets). The Aure dataset 52 (GSE80999) was downloaded from GEO. TRIM37 expression values and clinical sample type information were extracted from these datasets. The student's t-test was used to calculate the *p*-value. We used Survival v3.2-11 and Survminer v0.4.9 for survival analysis. We used the log-rank test to compare the survival curves of the two groups obtained based on the median expression.

### Statistics

All RT-qPCR and ChIP results were collected from at least 3 biological replicates to achieve statistical significance. The difference between groups was determined using a two-tailed student *t*-test with Prism v7 (Graphpad). Significant differences were considered when *P* < 0.05; * *P* < 0.05 and ** *P* < 0.01.

### Data availability

All sequencing data from this work have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE182547.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
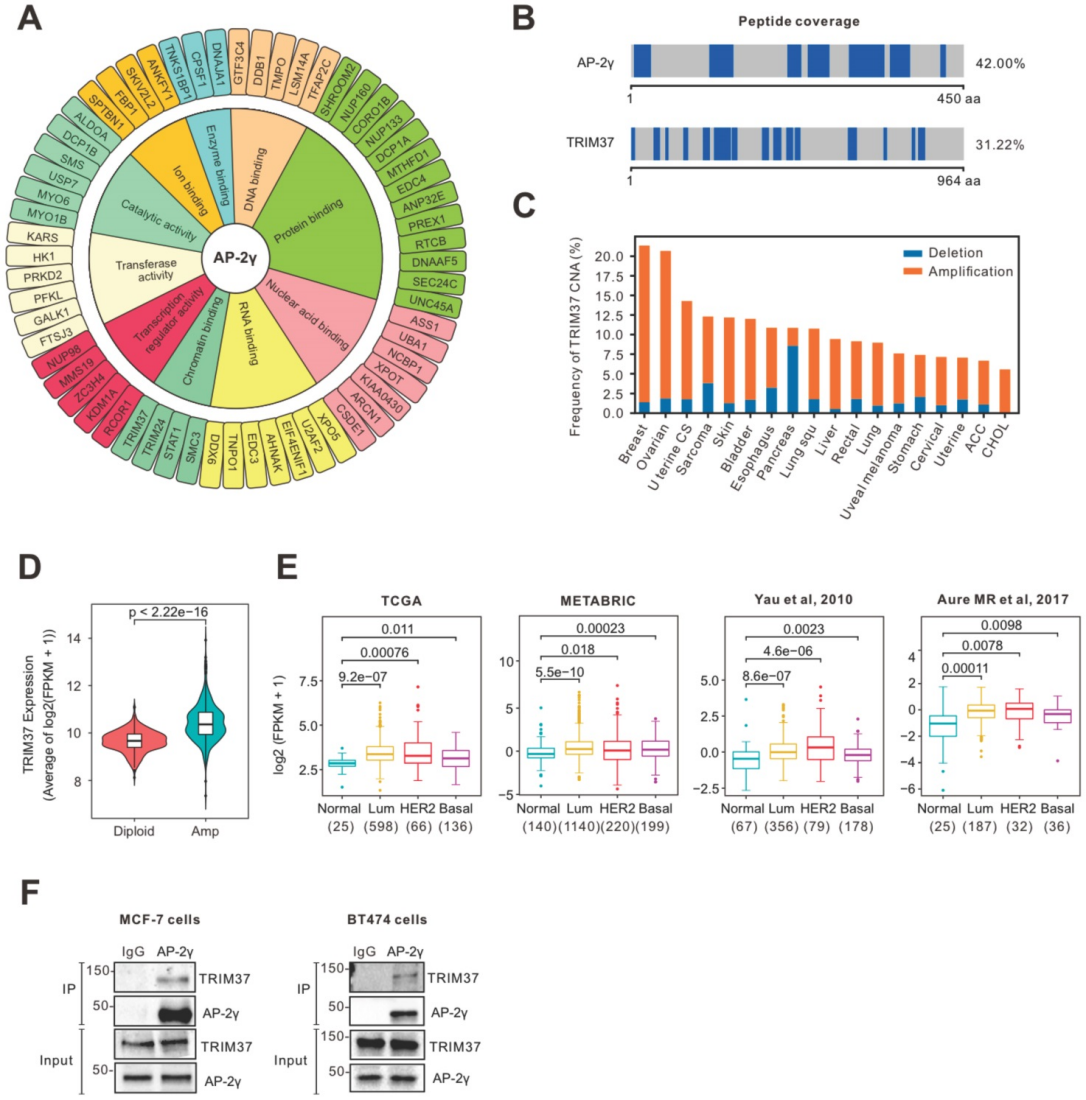
** RIME analysis reveals AP-2γ is associated with TRIM37 in BCa cells. A,** Graphical plot showing AP-2γ-associated proteins in MCF-7 cells. The clustering of the graph is based on molecular functions. **B,** Peptide coverage, number of unique peptides (highlighted in blue) identified in AP-2γ and TRIM37 from the AP-2γ RIME analysis. **C,** TRIM37 mRNA alteration in different cancer types from TCGA. **D,** TRIM37 expression in TRIM37 diploid versus TRIM37-amplified tumors (TCGA). **E,** TRIM37 mRNA levels in normal and different BCa subtypes from different publicly available datasets. The number of patients and p-values are shown as indicated. **F,** Validation of the AP-2γ-TRIM37 interaction by co-immunoprecipitation. Nuclear AP-2γ protein in MCF-7 (left) or BT474 (right) cells was immunoprecipitated, and TRIM37 was detected by immunoblotting. IgG was used as a negative control.

**Figure 2:**
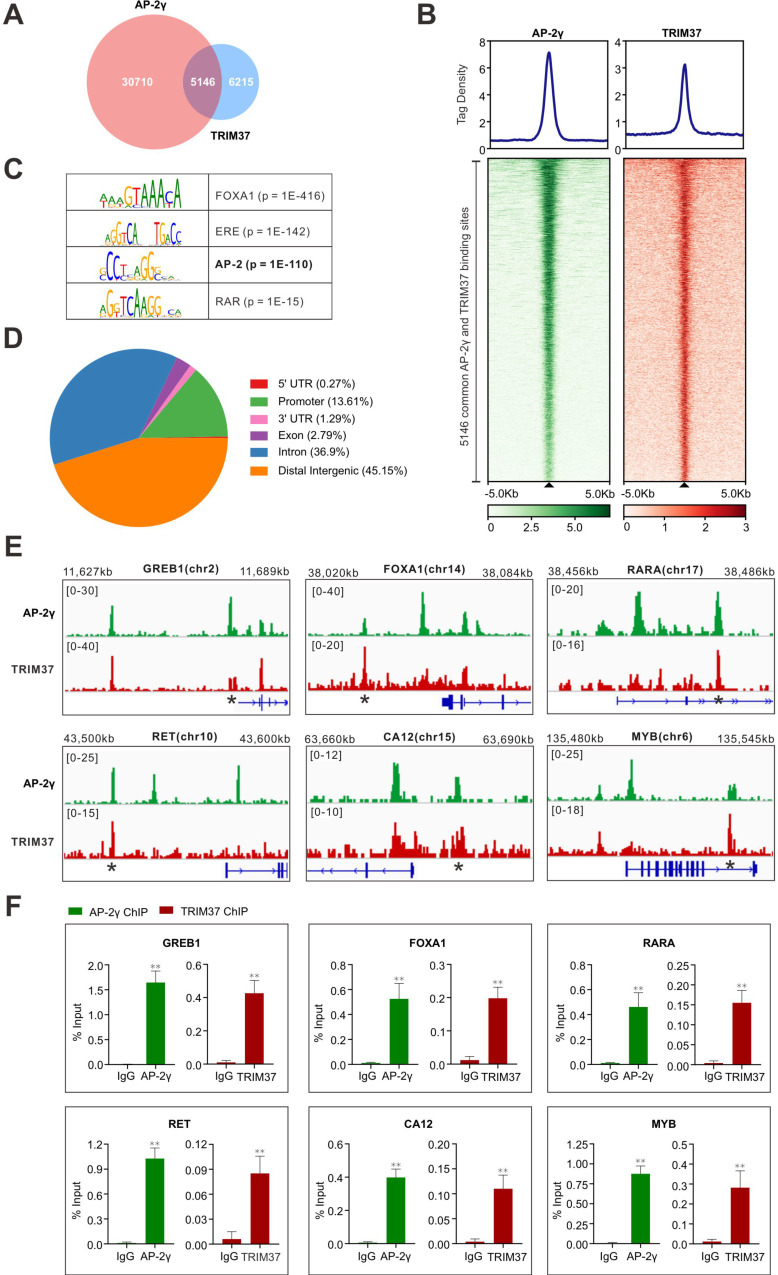
** TRIM37 binding is co-localized with AP-2γ. A,** Venn diagram showing the overlap of AP-2γ and TRIM37 ChIP-seq peaks. **B,** Graphs showing the average tag density for AP-2γ and TRIM37 at AP-2γ-TRIM37 co-binding regions (top). Heatmaps showing the binding intensity signals for the 5,146 sites ranked from the strongest to the weakest binding sites (below). **C,** Motif enrichment analysis of TRIM37 binding sites. Significant top enriched motifs in TRIM37 ChIP-seq peaks are shown with corresponding p-values. **D,** Pie chart illustrating the genomic distribution of TRIM37 binding regions relative to the whole genome. **E,** Genomic snapshots of AP-2γ and TRIM37 ChIP-seq peaks at the regulatory regions of model genes. Asterisks denote binding sites used for validation in F. **F,** ChIP-qPCR validation of AP-2γ and TRIM37 co-occupancy at model genes in MCF-7 cells. Data are represented as a percentage of input chromatin immunoprecipitated. Error bars show ± SD from at least 3 independent experiments. * *P* < 0.05; ** *P* < 0.01.

**Figure 3:**
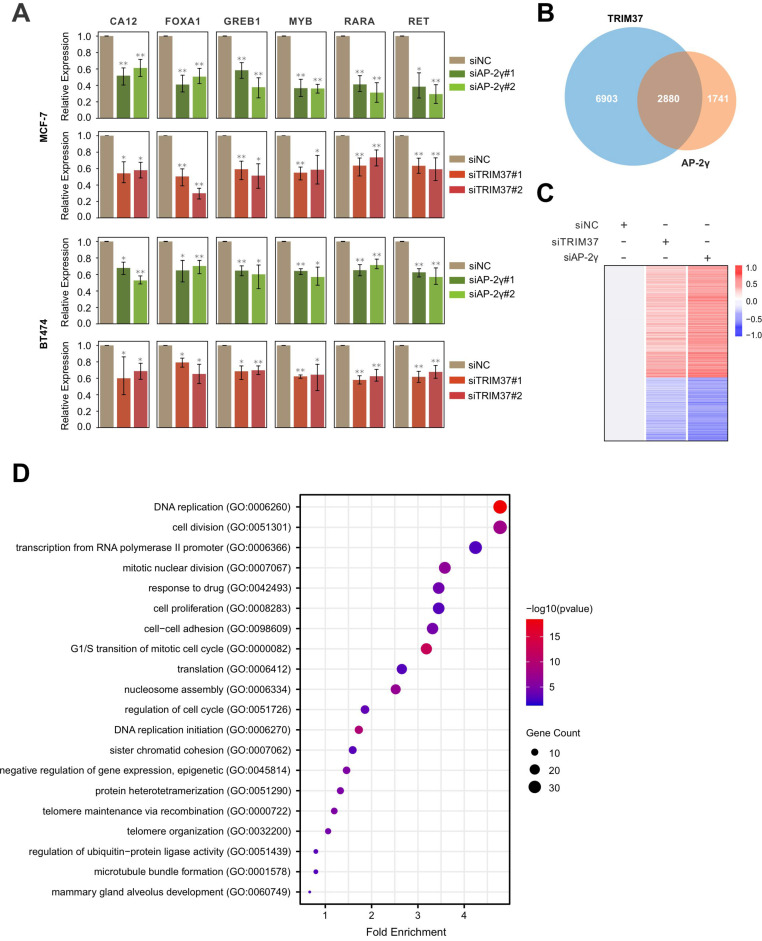
** TRIM37 is required for efficient AP-2γ dependent transcription. A,** Effect of AP-2γ and TRIM37 knockdown on the expression of AP-2γ-regulated genes. MCF-7 cells (upper panel) and BT474 cells (lower panel) were transfected with siAP-2γ, siTRIM37, or siNC. Gene expression was measured by RT-qPCR and normalized against GAPDH. Error bars show ± SD from at least 3 independent experiments. * *P* < 0.05; ** *P* < 0.01. **B,** Venn diagram showing AP-2γ and TRIM37 coregulated genes. MCF-7 cells treated with siNC, siAP-2γ, or siTRIM37 were profiled by RNA-seq. A total of 2,880 genes are coregulated by AP-2γ and TRIM37 (AP-2γ FC > 1.5, TRIM37 FC > 1.2). **C,** Heatmap showing RNA-seq gene expression analysis of MCF-7 cells treated with siAP-2γ, siTRIM37, or siNC. A total of 968 downregulated genes (blue) and 1,581 upregulated genes (red) (AP-2γ FC > 1.5, TRIM37 FC > 1.2) were identified. **D,** GO analysis of downregulated genes (coactivated by TRIM37 and AP-2γ) (AP-2γ FC > 1.5, TRIM37 FC > 1.2).

**Figure 4:**
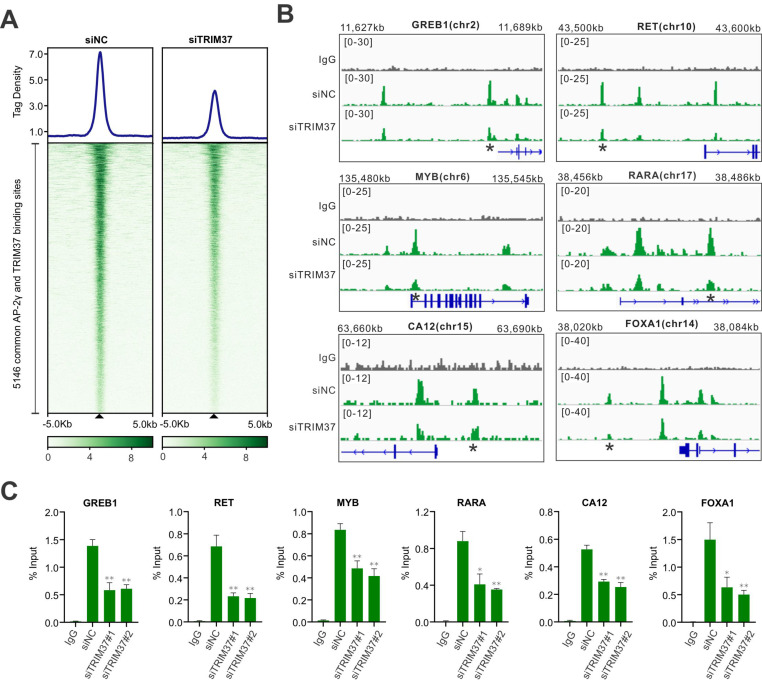
** TRIM37 affects AP-2γ binding to chromatin. A,** Graph showing the average tag density (top) and heatmap (bottom) of AP-2γ at AP-2γ and TRIM37 co-bound regions with and without siTRIM37 treatment. **B,** Genomic snapshots of AP-2γ ChIP-seq peaks surrounding model genes with and without siTRIM37 treatment. **C,** ChIP-qPCR validation of TRIM37 knockdown on AP-2γ binding sites at model genes in MCF-7 cells. Data are represented as a percentage of input chromatin immunoprecipitated. Error bars show ± SD from at least 3 independent experiments. * *P* < 0.05; ** *P* < 0.01.

**Figure 5:**
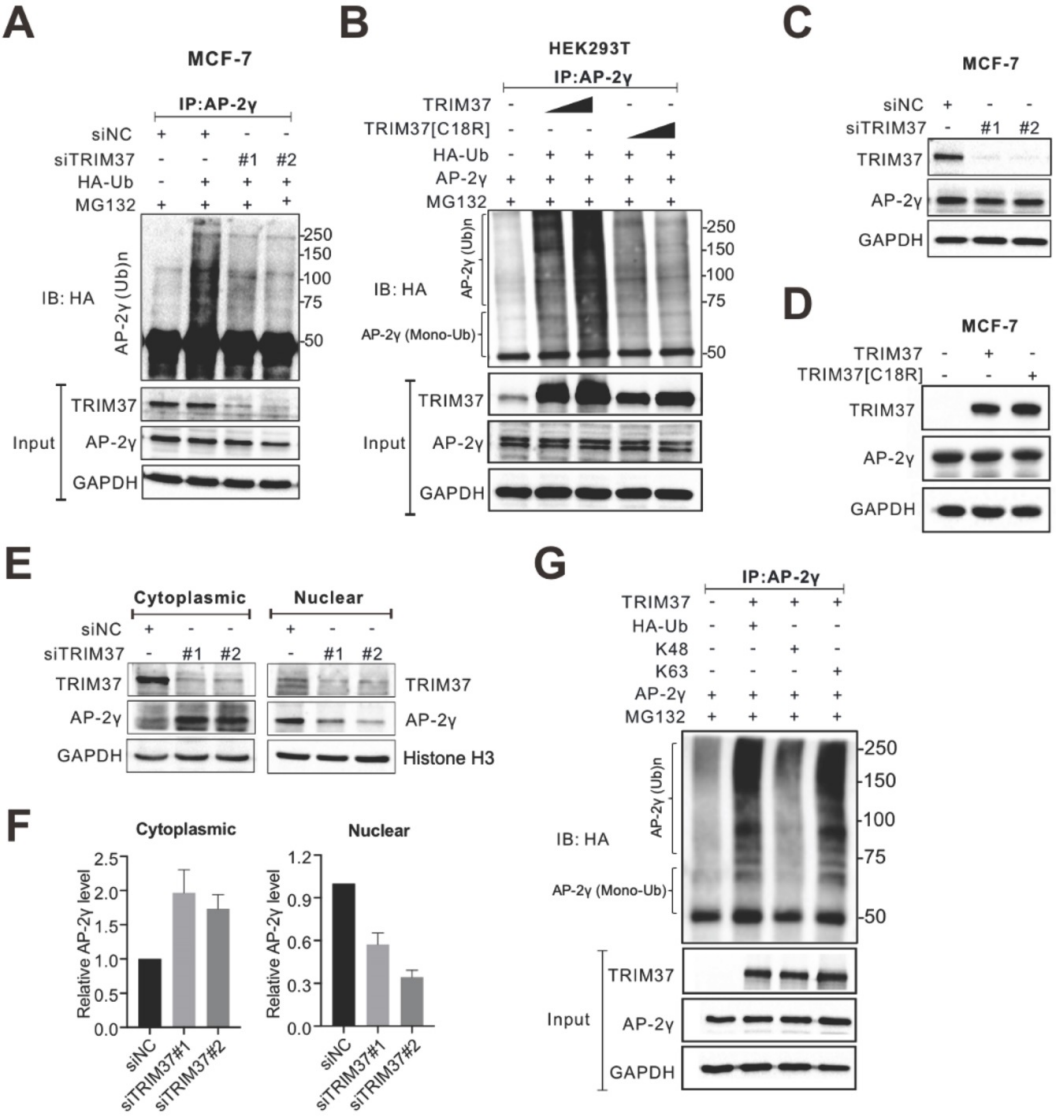
** TRIM37 affects AP-2γ nuclear translocation via K63 ubiquitination. A,** MCF-7 cells transfected with siNC or siTRIM37 were treated with MG132 before lysis and then subjected to anti-AP-2γ IP followed by immunoblot analysis with anti-HA. **B,** HEK293T cells were transfected with constructs expressing AP-2γ and wild-type TRIM37 or TRIM37[C18R] mutant as indicated. Samples were processed as described in A. The asterisks indicate the mono-ubiquitinated forms of AP-2γ. **C,** MCF-7 cells were transfected with siNC or siTRIM37. Cell lysis was collected at 72 h post-transfection and subjected to immunoblot analysis using the indicated antibodies. **D,** MCF-7 cells were transfected with constructs expressing TRIM37 or TRIM37[C18R]. Samples were processed as described in C. **E,** Cell fractions were prepared from MCF-7 cells treated with siNC or siTRIM37. GAPDH and histone H3 served as loading controls and cell fraction markers. **F,** Quantitation of cytoplasmic (left) or nuclear (right) AP-2γ normalized to the loading control. Error bars show ± SD from at least 3 independent experiments. * *P* < 0.05; ** *P* < 0.01. **G,** *In vivo* ubiquitination assays were performed in HEK293T cells. Cells were transiently transfected with HA-tagged K63-only ubiquitin or K48-only ubiquitin. The asterisks indicate the mono-ubiquitinated forms of AP-2γ.

**Figure 6:**
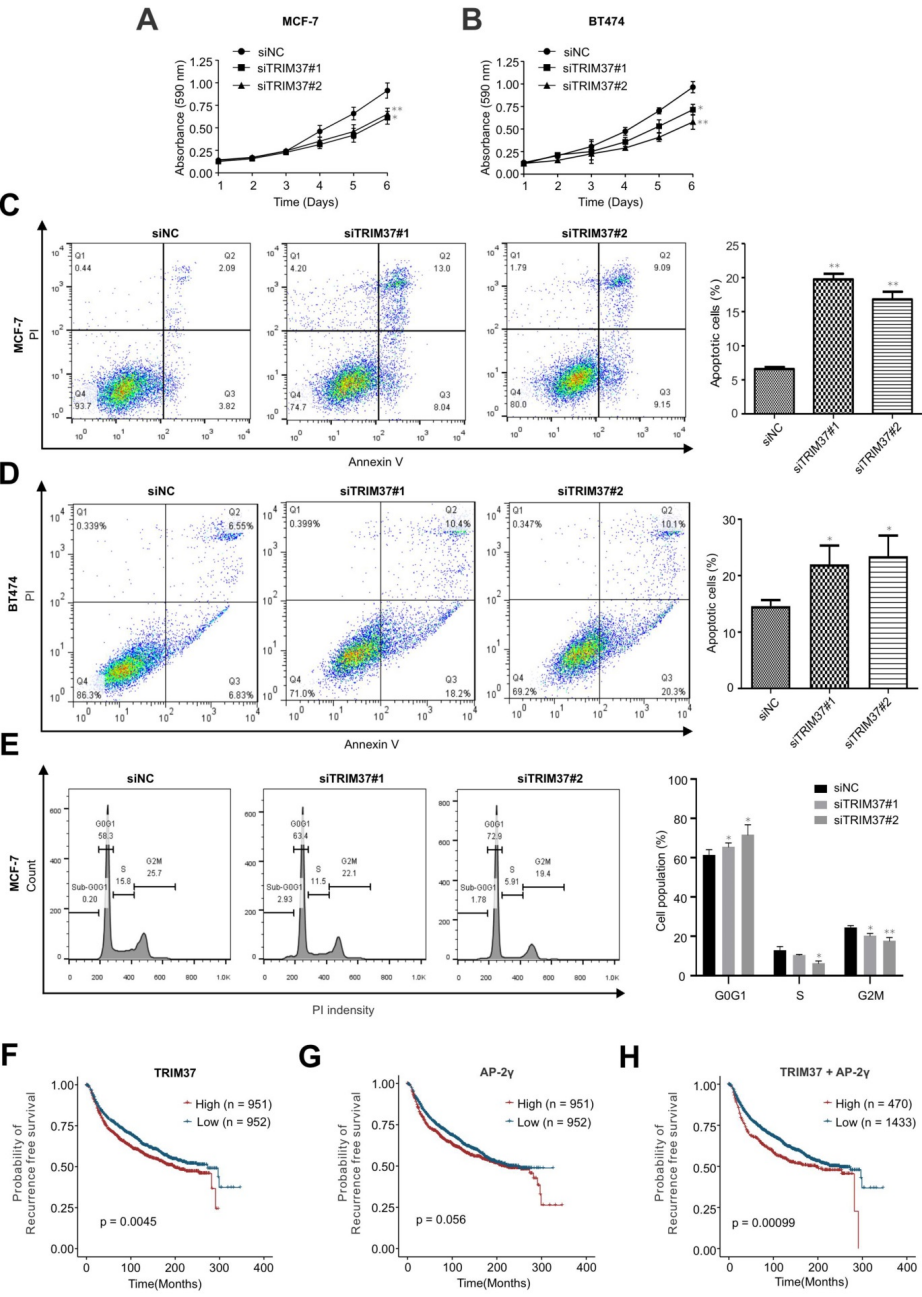
** TRIM37 is essential for BCa growth. A and B,** MTT assays were performed on (A) MCF-7 and (B) BT474 cells transfected with siNC or siTRIM37. Error bars represent ± SD from 3 independent experiments. * *P* < 0.05; ** *P* < 0.01. **C and D,** Cell apoptosis analyses by flow cytometry of (C) MCF-7 and (D) BT474 transfected with siNC or siTRIM37. Error bars show ± SD from at least 3 independent experiments. * *P* < 0.05; ** *P* < 0.01. **E,** Cell cycle analysis of MCF-7 cells transfected with siNC or siTRIM37 were detected by flow cytometry. Error bars show ± SD from at least 3 independent experiments. * *P* < 0.05; ** *P* < 0.01. **F-H,** Kaplan-Meier plots showing the recurrence-free survival of BCa patients for TRIM37 (F), AP-2γ (G), TRIM37, and AP-2γ (H) expression in the METABRIC dataset. BCa patients were stratified into high (red) and low (blue) groups based on the median expression of the target gene. Significance was calculated using a log-rank test (*P* < 0.05).

## References

[1] Sung H, Ferlay J, Siegel RL, Laversanne M, Soerjomataram I, Jemal A (2021). Global Cancer Statistics 2020: GLOBOCAN Estimates of Incidence and Mortality Worldwide for 36 Cancers in 185 Countries. CA Cancer J Clin.

[2] Cyr AR, Kulak MV, Park JM, Bogachek MV, Spanheimer PM, Woodfield GW (2015). TFAP2C governs the luminal epithelial phenotype in mammary development and carcinogenesis. Oncogene.

[3] Kallioniemi A, Kallioniemi O-P, Piper J, Tanner M, Stokke T, Chen L (1994). Detection and mapping of amplified DNA sequences in breast cancer by comparative genomic hybridization. Proceedings of the National Academy of Sciences.

[4] Tanner MM, Tirkkonen M, Kallioniemi A, Holli K, Collins C, Kowbel D (1995). Amplification of chromosomal region 20q13 in invasive breast cancer: prognostic implications. Clinical Cancer Research.

[5] Pellikainen J, Kataja V, Ropponen K, Kellokoski J, Pietiläinen T, Böhm J (2002). Reduced nuclear expression of transcription factor AP-2 associates with aggressive breast cancer. Clinical Cancer Research.

[6] Perkins SM, Bales C, Vladislav T, Althouse S, Miller KD, Sandusky G (2015). TFAP2C expression in breast cancer: correlation with overall survival beyond 10 years of initial diagnosis. Breast cancer research and treatment.

[7] Zhao C, Yasui K, Lee CJ, Kurioka H, Hosokawa Y, Oka T (2003). Elevated expression levels of NCOA3, TOP1, and TFAP2C in breast tumors as predictors of poor prognosis. Cancer.

[8] Gee JMW, Eloranta J, Ibbitt J, Robertson J, Ellis I, Williams T (2009). Overexpression of TFAP2C in invasive breast cancer correlates with a poorer response to anti-hormone therapy and reduced patient survival. The Journal of Pathology: A Journal of the Pathological Society of Great Britain and Ireland.

[9] Woodfield GW, Chen Y, Bair TB, Domann FE, Weigel RJ (2010). Identification of primary gene targets of TFAP2C in hormone responsive breast carcinoma cells. Genes, Chromosomes and Cancer.

[10] Woodfield GW, Horan AD, Chen Y, Weigel RJ (2007). TFAP2C controls hormone response in breast cancer cells through multiple pathways of estrogen signaling. Cancer research.

[11] Tan SK, Lin ZH, Chang CW, Varang V, Chng KR, Pan YF (2011). AP-2γ regulates oestrogen receptor-mediated long-range chromatin interaction and gene transcription. The EMBO journal.

[12] Krendl C, Shaposhnikov D, Rishko V, Ori C, Ziegenhain C, Sass S (2017). GATA2/3-TFAP2A/C transcription factor network couples human pluripotent stem cell differentiation to trophectoderm with repression of pluripotency. Proceedings of the National Academy of Sciences.

[13] Liu J, Liu Z, Li M, Tang W, Pratap UP, Luo Y (2021). Interaction of transcription factor AP-2 gamma with proto-oncogene PELP1 promotes tumorigenesis by enhancing RET signaling. Molecular oncology.

[14] Bhatnagar S, Gazin C, Chamberlain L, Ou J, Zhu X, Tushir JS (2014). TRIM37 is a new histone H2A ubiquitin ligase and breast cancer oncoprotein. Nature.

[15] Park J, Wu T, Cyr A, Woodfield G, De Andrade J, Spanheimer P (2015). The role of Tcfap2c in tumorigenesis and cancer growth in an activated Neu model of mammary carcinogenesis. Oncogene.

[16] Meroni G, Diez-Roux G (2005). TRIM/RBCC, a novel class of 'single protein RING finger' E3 ubiquitin ligases. Bioessays.

[17] Sinclair CS, Rowley M, Naderi A, Couch FJ (2003). The 17q23 amplicon and breast cancer. Breast Cancer Res Treat.

[18] Li Y, Deng L, Zhao X, Li B, Ren D, Yu L (2018). Tripartite motif-containing 37 (TRIM37) promotes the aggressiveness of non-small-cell lung cancer cells by activating the NF-κB pathway. The Journal of pathology.

[19] Zhao P, Guan H-T, Dai Z-J, Ma Y-G, Liu X-X, Wang X-J (2017). Knockdown of tripartite motif-containing protein 37 (TRIM37) inhibits the proliferation and tumorigenesis in colorectal cancer cells. Oncology research.

[20] Tang S-l, Gao Y-l, Wen-Zhong H (2018). Knockdown of TRIM37 suppresses the proliferation, migration and invasion of glioma cells through the inactivation of PI3K/Akt signaling pathway. Biomedicine & Pharmacotherapy.

[22] Nolens G, Pignon J-C, Koopmansch B, Elmoualij B, Zorzi W, De Pauw E (2009). Ku proteins interact with activator protein-2 transcription factors and contribute to ERBB2 overexpression in breast cancer cell lines. Breast Cancer Research.

[23] Mohammed H, Taylor C, Brown GD, Papachristou EK, Carroll JS, D'Santos CS (2016). Rapid immunoprecipitation mass spectrometry of endogenous proteins (RIME) for analysis of chromatin complexes. Nat Protoc.

[24] Yeow ZY, Lambrus BG, Marlow R, Zhan KH, Durin M-A, Evans LT (2020). Targeting TRIM37-driven centrosome dysfunction in 17q23-amplified breast cancer. Nature.

[25] Meitinger F, Ohta M, Lee K-Y, Watanabe S, Davis RL, Anzola JV (2020). TRIM37 controls cancer-specific vulnerability to PLK4 inhibition. Nature.

[26] Franke CM, Gu VW, Grimm BG, Cassady VC, White JR, Weigel RJ (2020). TFAP2C regulates carbonic anhydrase XII in human breast cancer. Oncogene.

[27] Wang W, Xia Z-J, Farré J-C, Subramani S (2017). TRIM37, a novel E3 ligase for PEX5-mediated peroxisomal matrix protein import. Journal of Cell Biology.

[28] Chen S, He Z, Zhu C, Liu Y, Li L, Deng L (2020). TRIM37 Mediates Chemoresistance and Maintenance of Stemness in Pancreatic Cancer Cells via Ubiquitination of PTEN and Activation of the AKT-GSK-3β-β-Catenin Signaling Pathway. Frontiers in oncology.

[29] Swatek KN, Komander D (2016). Ubiquitin modifications. Cell Res.

[30] Grumati P, Dikic I (2018). Ubiquitin signaling and autophagy. J Biol Chem.

[31] Dikic I, Wakatsuki S, Walters KJ (2009). Ubiquitin-binding domains - from structures to functions. Nat Rev Mol Cell Biol.

[32] Braganca J, Eloranta JJ, Bamforth SD, Ibbitt JC, Hurst HC, Bhattacharya S (2003). Physical and functional interactions among AP-2 transcription factors, p300/CREB-binding protein, and CITED2. J Biol Chem.

[33] Yang X, Phillips DL, Ferguson AT, Nelson WG, Herman JG, Davidson NE (2001). Synergistic activation of functional estrogen receptor (ER)-alpha by DNA methyltransferase and histone deacetylase inhibition in human ER-alpha-negative breast cancer cells. Cancer Res.

[34] Wong PP, Miranda F, Chan KV, Berlato C, Hurst HC, Scibetta AG (2012). Histone demethylase KDM5B collaborates with TFAP2C and Myc to repress the cell cycle inhibitor p21(cip) (CDKN1A). Mol Cell Biol.

[35] Kang H-J, Lee M-H, Kang H-L, Kim S-H, Ahn J-R, Na H (2014). Differential regulation of estrogen receptor α expression in breast cancer cells by metastasis-associated protein 1. Cancer research.

[36] Wong P-P, Miranda F, Chan KV, Berlato C, Hurst HC, Scibetta AG (2012). Histone demethylase KDM5B collaborates with TFAP2C and Myc to repress the cell cycle inhibitor p21 cip (CDKN1A). Molecular and cellular biology.

[37] Bamforth SD, Bragança J, Eloranta JJ, Murdoch JN, Marques FI, Kranc KR (2001). Cardiac malformations, adrenal agenesis, neural crest defects and exencephaly in mice lacking Cited2, a new Tfap2 co-activator. Nature genetics.

[38] Bragança J, Swingler T, Marques FI, Jones T, Eloranta JJ, Hurst HC (2002). Human CREB-binding protein/p300-interacting transactivator with ED-rich tail (CITED) 4, a new member of the CITED family, functions as a co-activator for transcription factor AP-2. Journal of Biological Chemistry.

[39] Lin C-Y, Chao A, Wang T-H, Lee L-Y, Yang L-Y, Tsai C-L (2016). Nucleophosmin/B23 is a negative regulator of estrogen receptor α expression via AP2γ in endometrial cancer cells. Oncotarget.

[40] Wiśniewski JR (2018). Filter-aided sample preparation for proteome analysis. Microbial Proteomics: Springer.

[41] Cox J, Mann M (2008). MaxQuant enables high peptide identification rates, individualized ppb-range mass accuracies and proteome-wide protein quantification. Nature biotechnology.

[42] Holmes KA, Brown GD, Carroll JS (2016). Chromatin Immunoprecipitation-Sequencing (ChIP-seq) for Mapping of Estrogen Receptor-Chromatin Interactions in Breast Cancer. Methods Mol Biol.

[43] Tian B, Yang J, Brasier AR (2012). Two-step cross-linking for analysis of protein-chromatin interactions. Methods Mol Biol.

[44] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nature methods.

[45] Ebbert MT, Wadsworth ME, Staley LA, Hoyt KL, Pickett B, Miller J (2016). Evaluating the necessity of PCR duplicate removal from next-generation sequencing data and a comparison of approaches. BMC bioinformatics.

[46] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE (2008). Model-based analysis of ChIP-Seq (MACS). Genome biology.

[47] Yu G, Wang L-G, He Q-Y (2015). ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics.

[48] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nature methods.

[49] Wang L, Wang S, Li W (2012). RSeQC: quality control of RNA-seq experiments. Bioinformatics.

[50] Pertea M, Kim D, Pertea GM, Leek JT, Salzberg SL (2016). Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. Nature protocols.

[51] Yau C, Esserman L, Moore DH, Waldman F, Sninsky J, Benz CC (2010). A multigene predictor of metastatic outcome in early stage hormone receptor-negative and triple-negative breast cancer. Breast cancer research.

[52] Aure MR, Vitelli V, Jernström S, Kumar S, Krohn M, Due EU (2017). Integrative clustering reveals a novel split in the luminal A subtype of breast cancer with impact on outcome. Breast Cancer Research.

How the deposited data were processed for this re-analysis (not part of the article)

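RNA from MCF-7 cells was sequenced 72 h after transfection with 5 nM of siNC, siAP-2γ or siTRIM37, with 1 library per condition and 3 libraries in all. According to the paper, the authors trimmed the reads with Fastp 0.20.1 and Trim Galore 0.6.6, mapped them to hg19 with HISAT2 2.2.1, checked the mapping with RSeQC 2.6.2 and quantified genes with StringTie 2.1.4 on the GENCODE release 19 annotation. The submitters' processing notes also name CASAVA 1.8.2 and SAMtools. The libraries were made from total RNA with a directional kit. The deposited values are FPKM per gene made by the authors, with 1 column per library, and the paper states its cut-offs on TPM.

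The table holds 57832 entries. Those that repeat a gene identifier, 23 entries of 11 identifiers, were left out, which left 57809 genes. FPKM were rescaled within each library to TPM with a total of 1000000, and ratios to siNC were taken on log2(TPM + 0.1). Genes with a mean TPM over the 3 libraries of at least 1 were kept, which gave 15359 genes, of which 12203 are protein-coding, 965 overlap a more highly expressed gene on the same strand and 49 are listed at 0 in at least 1 library. The cut-offs were 1.5-fold for siAP-2γ/siNC and 1.2-fold for siTRIM37/siNC, as in the paper, whose text names neither a filter on low values nor a pseudocount. Gene identifiers were looked up in GENCODE release 44 lifted to GRCh37, where 96.1% of all genes and 97.4% of the tested genes matched, for gene type, GC content and transcript length. Coordinates are those of the table, on hg19.

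No test across samples was possible with 1 library per condition, so no p-value is given. Genes were named by a rule of size fixed before the data were examined. It takes every gene the paper names, then, among genes with a mean TPM of at least 5, the 12 genes down in both and the 12 up in both with the largest smaller-of-the-2 log2 changes, 5 of each kind that went in opposite directions, and the 5 largest falls and rises of each knockdown. From each gene list it takes up to 4 members with the highest mean TPM that passed both cut-offs in the direction of most, and up to 2 that went the other way. The 44 gene lists were also fixed then, from the terms of Fig. 3D and from MCF-7 biology, responses to siRNA, RNA quality and other cell types, and 99.8% of their genes are in the table. Lists taken from Fig. 3D follow terms that the paper found in this same experiment, so their results are not independent of it. A list with at least 5 measured genes was described by the percentile of its median among 10000 random lists of its size matched on mean TPM in 20 bins, and was called apart outside the middle 95%.

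Because both ratios share the siNC library, overlaps were set beside independent lists, 1000 random reassignments of each gene's 3 values to the libraries, the use of siAP-2γ or siTRIM37 as the reference, and 100 simulations of counting noise. The covariance of the ratios was also set beside the Poisson variance of the siNC values in 4 ranges of mean TPM, with intervals from 1000 bootstrap draws over genes. The depth for these simulations came from the steps of low FPKM values in single-exon genes, which relate to reads or to fragments depending on a choice the table does not settle, while the relative depth of 1.98 for siNC and 1.14 for siTRIM37 to 1 for siAP-2γ does not depend on it. At these depths the median tested gene had an estimated 520 fragments in siNC, 268 in siAP-2γ and 308 in siTRIM37.

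The calculation was tested on simulated data of the 15359 genes for both knockdowns against siNC. Of 50 genes each, 48 were recovered for 2-fold falls and 48 for 2-fold rises, and 50 for 4-fold falls and 50 for 4-fold rises, while 65 of 15159 unchanged genes passed both cut-offs in the same direction. This simulation held counting noise only, at the same depth in every library, so 65 is not the rate of false calls in these data. At the estimated depths, counting noise alone gave 113 genes on average in each direction, and differences between cultures are in neither simulation. Of 200 random lists, 10 lay outside the middle 95%. The alternatives, 14 set before the data were examined and 2 added after, changed the unit, the scaling, the pseudocount, the filter, the gene type, the cut-offs, the trends with GC content and transcript length, and the use of overlapping genes. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. The ChIP-seq, RT-qPCR and clinical data of the paper were not analysed here.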

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

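The tests of leukocyte markers, and of counting variance, among genes with a mean TPM of at least 50 and within ranges of expression, were chosen after the results were seen, as was the removal of trends with GC content and length as an alternative for single genes and counts. Apart from the cell cycle genes, the gene groups given here lie outside those for which the paper reports sequencing results, and each has a median above the middle 95% of random lists matched on size and expression in at least 1 knockdown.

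Interferon-stimulated genes had median log2 ratios of 1.31 in siAP-2γ and 0.51 in siTRIM37, MHC class I presentation of 1.53 and 0.67, and NF-κB targets of 1.61 and 0.66, although the NF-κB median in siAP-2γ was 0.67 without a filter on low values, still above the middle 95% of random lists. Leukocytes in the cultures are argued against by their markers, since 2 of 15, CD8A and ITGAM, reached 1 TPM in siAP-2γ and PTPRC was listed at 0 in every library. CD8A was at 1.56 TPM in siNC against 1.20 in siAP-2γ, whereas ITGAM rose from 0.131 TPM in siNC to 3.36 in siAP-2γ and 1.53 in siTRIM37. GC content and transcript length are argued against as well, because the interferon and MHC class I lists kept at least 0.945 of their distance from random lists after both trends were removed. An innate response to the siRNA duplex itself cannot be told apart from an effect of either depletion, since there is 1 non-targeting library and no further siRNA of another sequence to compare. A response to the loss of AP-2γ and TRIM37 stays open as an untested hypothesis, and so does a low level in the siNC culture.

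The fall of cell cycle genes in both knockdowns was weighed against sequence composition and depth. Across genes the log2 ratios had a rho with GC content of −0.27 in siTRIM37 and −0.05 in siAP-2γ. With transcript length the rho was 0.02 in siTRIM37 and −0.13 in siAP-2γ. After the trends with GC content and transcript length were removed, the mitosis list kept at least 1.02 of its distance from random lists. The lower depth of the knockdown libraries is argued against by the 17 members with a mean TPM of at least 50, whose medians were −0.78 in siAP-2γ and −0.87 in siTRIM37, at least 0.834 of those of the whole list. A difference of the siNC culture stays open, as does a response to the siRNA duplex itself. The coactivation of these genes by TRIM37 and AP-2γ that the paper proposes was not tested here either. Slower proliferation after either depletion is a further biological hypothesis that these libraries do not test. For TRIM37 the paper reports lower proliferation of MCF-7 cells by MTT assay (Fig. 6A) and a smaller S phase by flow cytometry (Fig. 6E).

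The log2 ratios of the knockdowns moved together across genes, and counting noise of the shared siNC library as the whole cause is argued against, since their covariance was 0.206 against 0.0219 on average, and at most 0.0293, in simulations of this noise alone. The fall of the covariance with expression, to 0.306 at a mean TPM of at least 50 of its value at 1 to 5, lies between the bounds set for and against this noise and does not decide by itself, but the covariance was at least 5.76 times the counting variance of the siNC values in each of 4 ranges of mean TPM (95% bootstrap interval over genes 4.77 to 6.89 in the lowest range). For the 3428 genes with a mean TPM of at least 50 the covariance was 142 times this variance (115 to 175). A second estimate of the counting variance of these genes gave 131 times. A deviation of the single siNC culture from both others cannot be told apart from a shared response to the depletions. The covariance was 0.108 with siTRIM37 as the reference and 0.551 with siAP-2γ, and 1 library of siNC keeps this open.

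The pro-apoptotic BCL2 family, death receptors and caspases had a median log2 ratio of 0.62 in siAP-2γ and of 0.16 in siTRIM37. For p53 targets the medians were 0.22 in siAP-2γ and 0.11 in siTRIM37. In siTRIM37 the medians of both lists lay inside the middle 95% of random lists. Targets of endoplasmic reticulum stress and ATF4 had medians of 0.40 in siAP-2γ and 0.18 in siTRIM37. Hypoxia and glycolysis genes had a median of 0.17 in siAP-2γ, where 9 of 30 rose and 1 fell, and of −0.14 in siTRIM37, inside the middle 95% of random lists, where 6 rose and 9 fell, and 3 rose in both, the enzyme PGAM1, VEGFA and ADM. The 13 mitochondrially encoded mRNAs had a median of 0.45 in siTRIM37, where all rose, and of 0.04 in siAP-2γ, inside the middle 95% of random lists, where 1 rose and 2 fell. Nuclear-encoded respiratory chain genes had a median of 0.17 in siAP-2γ, where 4 of 40 rose and 1 fell, and of −0.12 in siTRIM37, inside the middle 95%, where 6 rose and 8 fell. Of all tested genes, 13.9% rose and 21.8% fell in siAP-2γ, and 27.9% rose and 23.7% fell in siTRIM37. The share of respiratory chain genes that rose in siAP-2γ was thus below that of all genes. Nuclear-retained and non-polyadenylated RNAs had medians of 0.96 in siAP-2γ and 0.41 in siTRIM37 over 8 measured genes, with MALAT1 at 148 TPM in siNC, 681 in siAP-2γ and 312 in siTRIM37, while RN7SL1 and RN7SL2 fell in both. Their median in siTRIM37 turned to −0.15 without a filter or at a minimum mean TPM of 0.1 and to −0.052 with neither filter nor pseudocount, and with a pseudocount of 1 it was 0.25, inside the middle 95% of random lists.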

How the results depend on the processing

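The alternatives with GC content and length removed and without overlapping genes were chosen after seeing the data. Values are given in the order AP-2γ-regulated, TRIM37-regulated, coregulated, coactivated, corepressed and oppositely regulated genes where all moved by more than 1.5 times. Without a filter on low values the counts were 12769, 18378, 8668, 4083, 2634 and 1951, with a minimum mean TPM of 0.1 they were 9682, 13324, 6602, 2499, 2387 and 1716, and with neither filter nor pseudocount 17021, 20802, 12667, 5896, 3531 and 3240, where more weakly expressed genes are counted by construction. With a minimum of 5 the AP-2γ-regulated genes numbered 3492, the coregulated 2024, the coactivated 863, the corepressed 792 and the oppositely regulated 369. At 2-fold in both the counts were 2487, 826, 476, 148, 264 and 64. At 1.5-fold in both, 2883 genes were TRIM37-regulated, 1654 coregulated, 634 coactivated, 748 corepressed and 272 oppositely regulated, and at 1.2-fold in both, 10030 were AP-2γ-regulated, 5594 coregulated, 2144 coactivated, 2034 corepressed and 1416 oppositely regulated. The remaining settings kept each count within 1.5 times, and r ranged from 0.38 to 0.45 over the settings that could change it. The median of nuclear-retained RNAs in siTRIM37 reversed to −0.15 without a filter, −0.15 at a minimum mean TPM of 0.1 and −0.052 with neither filter nor pseudocount, and the cause was not tested. Of the other list medians, pooled over settings, 936 stayed on their side of the middle 95% of random lists, 7 moved outside it and 8 inside it. Some medians inside it changed sign, such as that of ribosomal proteins in siAP-2γ, from −0.11 to at most 0.020. Of the named genes' ratios, also pooled, 4722 kept their side of the cut-off, 94 lost it and 4 gained it. Removal of the trends with GC content and length gave 33 of these losses. A change of filter or gene type alone leaves a gene's ratio as it is. The 408 kept without a filter, 408 at a minimum mean TPM of 0.1, 378 at 5 and 376 among protein-coding genes were thus fixed in advance. The lists' numbers of coactivated genes stayed within 1.5 times in 570 comparisons and moved further in 90. Single genes with an estimated count near the 5th percentile, 22.8 fragments in siNC and 12.3 in siAP-2γ, are the least certain. No paired analysis was possible because each condition has 1 library.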

Differences from the paper's values

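None of the counts that the paper states differed by more than 1.5 times at the main setting. The paper reports 2880 coregulated genes, where 3405 were found here, 968 genes down in both, where 1396 were found, and 1581 up in both, where 1278 were found. These counts of the paper leave 331 coregulated genes, whose direction its text does not give, whereas 731 went in opposite directions here, which is 2.21 times as many. Among the settings fixed before the data were examined, the number was within 1.5 times of 331 with a pseudocount of 1 (495), with a minimum mean TPM of 5 (369) and at 1.5-fold in both (272), and not under the others. Fig. 3B shows about 9800 TRIM37-regulated and about 4600 AP-2γ-regulated genes, summed from the figure, where 7923 and 5494 were found, the latter 4622 with a pseudocount of 1. The cut-offs are the paper's, and its text names no filter on low values and no pseudocount.

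The paper counts more genes up than down in both knockdowns, whereas 1396 were down and 1278 up here. Among the settings fixed before the data were examined, more genes were up than down with the FPKM as deposited (1537 up and 1111 down), with medians centered (1446 and 1278), with upper-quartile scaling (1491 and 1251), without mitochondrial genes (1400 and 1250), at 1.5-fold in both (748 and 634) and at 2-fold in both (264 and 148). It was also so with the trends with GC content and transcript length removed (1334 up and 1185 down), a setting chosen after seeing the values. The other settings counted more genes down.

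By RT-qPCR, the paper reports lower expression of AP-2γ-regulated genes after TRIM37 depletion (Fig. 3A). In the sequencing data 2 of the 6 model genes, GREB1 and MYB, passed the cut-off downward in siTRIM37 and none passed it upward, and no setting called RARA, RET or CA12. The log2 ratio of FOXA1 was 0.21, and it passed the cut-off upward without mitochondrial genes (0.27) and with the trends with GC content and length removed (0.35), the latter chosen after seeing the values. Relative to GAPDH, as in the paper's RT-qPCR, the TPM ratio of siTRIM37 to siNC was 0.885 for GREB1, 1.19 for MYB, 1.47 for RARA, 1.51 for RET, 1.55 for CA12 and 1.79 for FOXA1, with GAPDH itself at 3994 TPM in siNC and 2590 in siTRIM37. These are other measurements than the paper's and come from 1 library each, whereas the RT-qPCR of the paper rests on repeated independent experiments.

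Translation is among the enriched terms of Fig. 3D. Here 3 of 76 cytosolic ribosomal protein genes (3.95%) and 5 of 58 translation factors and aminoacyl-tRNA synthetases (8.62%) were coactivated, against 9.09% of all tested genes. Random lists matched on expression held on average 4.52 and 3.56, so that the translation factors lay above this mean and the ribosomal proteins below it. At 1.2-fold in both the numbers were 14 and 11, above the share of all genes at that setting, and the share of the translation factors was also above that of all genes with a pseudocount of 1, with a minimum mean TPM of 5 and among protein-coding genes. Fewer were coactivated with the FPKM as deposited, 1 ribosomal protein gene and 1 translation factor against 1111 of all 15359 genes, with upper-quartile scaling, 1 and 2, with medians centered, 1 and 4, at 1.5-fold in both, 0 and 1, and at 2-fold in both, 0 of each. These lists are not the gene sets behind the term. The terms for DNA replication, its initiation, cell division, mitosis, the G1/S transition, sister chromatid cohesion and nucleosome assembly had shares above that of all genes, of 23.8% or more in the lists used here. For nucleosome assembly this is the list of chaperones and histone variants. The separate list of replication-dependent histones had 8 of 37 coactivated (21.6%) and 4 up in both.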

Other observations

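The choice of IFNB1, KCNK5, CALCR, TAGLN, ACTA2 and ENG as genes to report was made after their values were seen. The numbers of genes up and down below are to be read beside the shares of all tested genes. These were 13.9% up and 21.8% down in siAP-2γ, and 27.9% up and 23.7% down in siTRIM37. In siAP-2γ the identity genes of luminal cells fell more often than they rose. Of 25 luminal markers 13 fell and 4 rose, and 5 fell in both knockdowns, including the keratins KRT8, from 11755 TPM in siNC to 5768 in siAP-2γ and 9091 in siTRIM37, and KRT18, from 5949 to 3311 and 4515, and the receptor genes AR and PRLR, while the tight junction genes CLDN4 and CLDN7 rose in both. Among 24 basal and mesenchymal markers 13 fell and 6 rose in siAP-2γ, among them caveolin CAV1, from 161 to 8.82 TPM, and the integrin ITGB4, from 223 to 65.1, and LAMC2 and TGFBI rose. Of the 40 estrogen receptor targets, 4 rose in both knockdowns, the estrogen-induced secreted factor TFF1, from 4653 TPM in siNC to 18650 in siAP-2γ and 6110 in siTRIM37, and HSPB8, KCNK5 and CALCR. Of 31 proteasome subunits 10 rose and none fell in siAP-2γ, with a median log2 ratio of 0.43 above all 10000 random lists, and PSMA6 rose from 424 to 997 TPM, whereas in siTRIM37 9 fell and 4 rose.

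In siTRIM37 cholesterol synthesis genes had a median log2 ratio of −0.39, below all 10000 random lists, with 15 of 23 down and 1 up, while 2 fell and 2 rose in siAP-2γ. The receptor LDLR fell in both, with log2 ratios of −0.84 in siAP-2γ and −0.68 in siTRIM37, and SC5D rose in both. Cytosolic ribosomal proteins had a median of −0.25 in siTRIM37, where 36 of 76 fell and none rose, and of −0.11 in siAP-2γ, where 5 fell and none rose. All 13 mitochondrially encoded mRNAs rose in siTRIM37, whereas in siAP-2γ 2 fell and 1 rose, MT-ND3, from 3386 TPM to 5280 in siAP-2γ and 5693 in siTRIM37. Of 40 nuclear-encoded respiratory chain genes 4 rose and 1 fell in siAP-2γ and 6 rose and 8 fell in siTRIM37, and NDUFV2 and NDUFA9 rose in both, although NDUFA9 was short of the cut-off in siTRIM37 with upper-quartile scaling, at 0.26.

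Immediate early genes had 2 down and 5 up of 26 in siAP-2γ and 6 down and 11 up in siTRIM37, with FOS and EGR3 down in both and ATF3 and KLF2 up in both. Polycomb genes had 6 down and 2 up of 29 in siAP-2γ and 5 down and 5 up in siTRIM37, and peroxins 2 down and 1 up of 15 in each knockdown. Cyclin-dependent kinase inhibitors had 1 down and 1 up of 6 in siAP-2γ and 1 down and 3 up in siTRIM37, with CDKN2C down in both. Of 10 anti-apoptotic genes 3 fell and 1 rose in siAP-2γ and 2 fell and 2 rose in siTRIM37, with BCL2 at 3.43 TPM in siNC, 0.649 in siAP-2γ and 1.32 in siTRIM37 and BIRC3 at 0.297, 12.7 and 1.77. Housekeeping reference genes had 2 down and 1 up of 17 in siAP-2γ and 3 down and 3 up in siTRIM37. Cofactors of AP-2γ named by the paper had 3 down and none up of 9 in siAP-2γ, where their median log2 ratio of −0.52 was at the 0.69th percentile of random lists, and 2 down and 2 up in siTRIM37. Of these, KDM5B had log2 ratios of −0.66, or −0.53 with the FPKM as deposited and short of the cut-off, and 0.47, and FBP1 of −0.03 and −0.52.

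The neighbors of the targeted genes did not move as a block. Of 28 neighbors of TRIM37 on 17q22-q23, 5 fell and 5 rose in siAP-2γ and 5 fell and 4 rose in siTRIM37, with PRR11 and MTMR4 down in both, the latter short of the cut-off in siTRIM37 without mitochondrial genes at −0.24, and VMP1 and RNFT1 up in both. Of 12 neighbors of TFAP2C on 20q13, 2 fell and 3 rose in siAP-2γ and 2 fell and 5 rose in siTRIM37, with BCAS1 and PFDN4 up in both. Genes of RNA interference and the transfection response had 3 down and 1 up of 12 in siAP-2γ and 3 down and 2 up in siTRIM37, with DROSHA and AGO1 down, although AGO1 was at −0.22 in siTRIM37 without mitochondrial genes and short of the cut-off, and the double-stranded RNA sensor TLR3 up in both. IFNB1, the interferon β gene, was at 1.23 TPM in siNC, 16.4 in siAP-2γ and 2.49 in siTRIM37, and ZBP1, a nucleic acid sensor near TFAP2C, at 0.899, 44.2 and 3.16.

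Fibroblast markers with at least 1 TPM on average numbered 6, of which 3 fell and 2 rose in siAP-2γ and 3 fell and 1 rose in siTRIM37, with COL1A1, COL3A1 and COL5A1 down in both and FBN1 up in both. TAGLN, an actin-binding protein of smooth muscle, was at 47.1 TPM in siNC, 75.9 in siAP-2γ, past the cut-off, and 42.3 in siTRIM37, COL5A1 at 26.3, 7.14 and 15.7, COL1A1 at 12.3, 6.40 and 9.12, and the smooth muscle actin ACTA2 at 11.9, 8.35 and 10.2. Of the endothelial markers, ESAM and ENG were measured. ESAM rose in both, from 2.69 TPM in siNC to 4.62 in siAP-2γ and 6.96 in siTRIM37, and is uncertain because it overlaps VSIG2, and ENG was at 5.21, 5.20 and 5.29 TPM. Of markers of embryonic kidney lines, 3 were measured, SIX1, ZIC2 and SOX11, and SOX11 fell in both knockdowns. Of the leukocyte markers, ITGAM was at 0.131 TPM in siNC, 3.36 in siAP-2γ and 1.53 in siTRIM37.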
